# Influence of a Short-Term Iron-Deficient Diet on Hepatic Gene Expression Profiles in Rats

**DOI:** 10.1371/journal.pone.0065732

**Published:** 2013-06-05

**Authors:** Asuka Kamei, Yuki Watanabe, Kaori Kondo, Shinji Okada, Fumika Shinozaki, Tomoko Ishijima, Yuji Nakai, Takashi Kondo, Soichi Arai, Keiko Abe

## Abstract

Iron is an essential mineral for the body, and iron deficiency generally leads to anemia. However, because non-anemic iron deficiency can exist, we performed a comprehensive transcriptome analysis of the liver to define the effects of this condition on the body. Four-week-old male rats were fed a low-iron diet (approximately 3 ppm iron) for 3 days and compared with those fed a normal diet (48 ppm iron) by pair feeding as a control. The rats in the iron-deficient diet group developed a non-anemic iron-deficient state. DNA microarray analysis revealed that during this short time, this state conferred a variety of effects on nutrient metabolism in the liver. In comparison with long-term (17 days) iron-deficiency data from a previous study, some of the changed genes were found to be common to both short- and long-term iron deficiency models, some were specific to the short-term iron deficiency model, and the others were oppositely regulated between the two feeding terms. Taken together, these data suggest that although the blood hemoglobin level itself remains unchanged during non-anemic iron deficiency, a variety of metabolic processes involved in the maintenance of the energy balance are altered.

## Introduction

Iron is an essential modulator of metabolic and physiological functions by acting as a cofactor for many proteins [1], [2]. Prolonged periods of iron deficiency result in a smaller iron storage pool, the suppression of hemoglobin biosynthesis and the development of anemia. We previously reported that dietary iron deficiency-induced anemia causes a variety of changes in nutrient metabolism and can ultimately lead to apoptosis in the liver, potentially as a result of endoplasmic reticulum (ER) stress [3]. These results indicated that iron is an essential nutrient associated with a variety of biological activities.

Anemia results from prolonged iron deficiency. In Japan, approximately 40% of women suffer from non-anemic iron deficiency, and 10% suffer from iron-deficient anemia [4]. Because hemoglobin levels do not change during non-anemic iron deficiency, this condition is not recognized as a serious problem. However, because iron is essential for the biochemical activation of enzymes [1], [2], such as cytochromes, even non-anemic iron deficiency is expected to cause some physiological effects.

Because the liver is the principal organ in which iron is stored, a variety of metabolic changes are expected to occur in the liver as a result of an iron-deficient diet. A holistic understanding of these changes requires an analytical method that can be use to comprehensively examine specific aspects of the phenomenon. We determined that a DNA microarray analysis was the best technique to examine the global transcriptional changes occurring in an iron-deficient animal. Using this technique, we analyzed the hepatic gene expression profiles of rats fed a short-term iron-deficient diet. Here, we report that even the non-anemic iron deficiency that was induced by this diet caused a variety of changes in nutrient metabolism in the liver. We also compared the results obtained from short- and long-term iron-deficiency conditions [3] to identify similarities and differences in the resulting hepatic gene expression profiles.

## Results

### Blood hemoglobin, serum iron, TIBC and ferritin levels

No significant hemoglobin level changes were observed between the pair-fed control group and the iron-deficient group. The total iron binding capacity (TIBC), serum iron and ferritin levels in the iron-deficient group were 118%, 32% and 74% of those in the pair-fed group, respectively (*P*<0.01 for TIBC, *P*<0.05 for serum iron and ferritin) (Table 1). Therefore, the rats in the iron-deficient diet group exhibited no anemia despite their iron deficiency. The liver iron level in the iron-deficient group was 64% of that of the pair-fed group (*P* = 0.14) (Table 1). No significant changes were observed in the total cholesterol, triacylglycerol or total bile acid levels in the liver or in the total cholesterol, triacylglycerol, glucose or pyruvate levels in the serum (Table 2).

**Table 1:** Body weight, liver weight, liver iron, hemoglobin, TIBC, serum iron and serum ferritin levels.

	Pair-fed group	Iron-deficient group
Body weight, g	105.1±1.2	104.9±2.1
Liver weight, g	3.97±0.13	4.45±0.13*
Liver iron, µg/g wet liver	38.02±7.55	24.16±1.53
Hemoglobin, g/dl	10.69±0.53	10.17±0.31
TIBC, µg/dl	600.0±7.8	708.0±15.3**
Serum iron, µg/dl	153.6±30.6	48.8±4.8*
Serum ferritin, ng/ml	1421.7±65.0	1049.0±154.6*

The values represent the mean ± SEM (n = 5).

* *P*<0.05 and

** *P*<0.01 for between-diet group differences.

**Table 2:** Total cholesterol, triacylglycerol and total bile acid levels in the liver and total cholesterol, triacylglycerol, glucose and pyruvate levels in serum.

		Pair-fed group	Iron-deficient group
Liver	Total cholesterol, mg/g wet tissue	1.52±0.03	1.59±0.12
	Triacylglycerol, mg/g wet tissue	4.95±0.37	4.86±0.66
	Total bile acid, µg/g wet tissue	0.16±0.02	0.14±0.00
Serum	Total cholesterol, mg/dl	74.6±8.0	86.2±2.5
	Triacylglycerol, mg/dl	49.6±14.5	62.8±8.6
	Glucose, mg/dl	150.6±1.2	147.8±9.0
	Pyruvate, mg/dl	2.11±0.22	1.85±0.29

The values represent the mean ± SEM (n = 5).

### DNA microarray data quantification and detection of differentially expressed probe sets

We quantified the raw microarray data (Affymetrix CEL files) using a robust multiarray average (RMA). 

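The data behind the conclusions are the hepatic expression values of 10 Affymetrix rat genome arrays, 1 per rat: 5 rats fed the iron-deficient diet (3 ppm iron) and 5 pair-fed rats given the control diet (48 ppm iron) for 3 days, with the liver taken 1.5 h after feeding. The deposited values are the RMA signals that the authors computed, on the log2 scale, for all probe sets of the array. After 57 control probe sets were left out, 31042 probe sets were tested, of which 20826 are paired with 1 gene symbol. The median log2 value per array ranged from 6.19 to 6.22, so that no further normalization was applied. The log2 fold change of a probe set is the mean of the iron-deficient group minus the mean of the pair-fed group, and its standard error (SE) comes from limma.

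The rank products method ranked the differences of the 25 pairs of an iron-deficient and a pair-fed array, with expected ranks from 100 permutations, and a probe set passed at a false discovery rate under 0.05. Probe sets that passed are called up-regulated or down-regulated. The test for the listed genes, the gene lists and the genes to be named were chosen before the data were examined. Table S1 had been read by then, so the counts of listed genes that passed are not independent evidence. The arrays showed no sign of a pairing of the rats by array number. The differences from the group mean of arrays with the same number had correlations of -0.04 to 0.09. Of 5 iron-deficient arrays 1 correlated best with the pair-fed array of its own number. A pairing that acts on few genes cannot be excluded in this way.

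RNA quality was read from the 3' minus 5' log2 difference of the arrays' GAPDH and beta-actin control probe sets. It was 0.10 ± 0.16 (SD, n = 5) for GAPDH in the iron-deficient group and 0.01 ± 0.07 (SD, n = 5) in the pair-fed group, a difference of 0.08 (exact permutation test, 2-sided, p = 0.341). For beta-actin it was 1.34 ± 0.23 (SD, n = 5) and 1.20 ± 0.10 (SD, n = 5), a difference of 0.15 (p = 0.230 from the same exact test). Iron-deficient replicate 1 had the highest value of both, 0.36 and 1.74. The number of arrays, 5 per group, limits the precision of every value.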

A hierarchical clustering analysis revealed that the pair-fed group formed two clusters. The iron-deficient group formed two clusters; however, one member of this group was located in a cluster of the pair-fed group (Figure S1). 

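Iron-deficient replicate 4 clustered with all 5 pair-fed arrays when the tree over all probe sets was divided into 4 clusters (correlation distance, average linkage). Iron-deficient replicates 2 and 5 formed a second cluster, and replicates 1 and 3 each stood alone. The livers of the iron-deficient group differed more among themselves, with mean correlations to the arrays of their own group of 0.9914 to 0.9934, against 0.9942 to 0.9949 in the pair-fed group. Each iron-deficient array had a higher mean correlation with the pair-fed arrays, 0.9916 to 0.9942, than with its own group. The array nearest to iron-deficient replicate 3 was pair-fed replicate 4, and that nearest to iron-deficient replicate 4 was pair-fed replicate 2. Iron-deficient replicate 1 lay farthest from the rest, with a mean correlation to the other arrays of 0.9915.

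The paper's text names the pvclust function and no distance or linkage. With complete linkage, on either correlation or Euclidean distance, pair-fed replicates 1 and 4 formed a cluster of their own and pair-fed replicates 2, 3 and 5 clustered with iron-deficient replicate 4. With Euclidean distance and Ward linkage, iron-deficient replicate 3 joined pair-fed replicates 1 and 4, so that 2 iron-deficient arrays lay in clusters with pair-fed arrays.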

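In the livers of the iron-deficient rats, 94 probe sets were up-regulated and 178 were down-regulated. The rank sum in place of the rank product called 4 and 30. Simulated arrays without any change gave 175 to 247 calls with each probe set's spread as measured, and 135 to 188 with it moderated by limma. These simulations used 20 permutations, against 100 for the measured arrays. The strongest up-regulated genes by rank product were Akr1b7, an aldo-keto reductase, Spink1, a trypsin inhibitor, G6pc, which releases free glucose, Pnpla3, a lipid droplet protein, the imprinted non-coding RNA H19, the transcription factor Cux2 and Abca1, a cholesterol efflux transporter. At the top of the down-regulated genes stood the protease inhibitor Serpinb9b and a group of red cell genes that held Hemgn, the alpha-globin-like gene Hba-a3, Eraf, whose product holds alpha-globin stable, and Alas2, the erythroid enzyme that starts heme synthesis. They were joined by the chemokine Cxcl1, the keratin Krt10, the leukocyte receptor Siglec5, the myosin Myo5c and the acetyltransferase Nat8f5.

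Akr1b7 rose from 5.99 ± 0.88 (SD, n = 5) in the pair-fed group to 8.10 ± 2.02 (SD, n = 5), a log2 fold change of 2.11 (SE 0.791). The log2 fold changes of Spink1 were 1.35 (SE 0.327) and 1.25 (SE 0.295) for 2 probe sets, while the remaining probe set at -0.09 did not pass. G6pc rose by 1.02 (SE 0.209) and 0.88 (SE 0.190). Pnpla3 rose by 1.28 (SE 0.527) and 1.12 (SE 0.360), with a further probe set at 0.30 that did not pass. H19 had a log2 fold change of 1.21 (SE 0.488) and Cux2 of 1.04 (SE 0.346). For Abca1 it was 1.20 (SE 0.444) and 1.10 (SE 0.407) at a pair of probe sets, and 0.01 and 0.12 at others that did not pass. Serpinb9b was at 5.37 ± 0.17 (SD, n = 5) against 7.55 ± 1.33 (SD, n = 5) in the pair-fed group, a log2 fold change of -2.18 (SE 0.483). Hemgn had a log2 fold change of -1.23 (SE 0.247), with every iron-deficient array below every pair-fed array (exact permutation test, 2-sided, p = 0.0079, the smallest that 5 against 5 allow). Those of Cxcl1, Hba-a3, Krt10, Eraf, Siglec5, Myo5c and Alas2 were -1.22, -1.15, -1.25, -1.08, -1.29, -0.99 and -0.96. Nat8f5 was at 6.93 ± 0.26 against 7.93 ± 0.58 (SD, n = 5), again with no overlap between the groups. Further probe sets of Myo5c, at -0.12 and 0.03, did not pass.

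The median log2 fold change was 0.59 among up-regulated and -0.55 among down-regulated probe sets. limma, which weighs each difference by the spread between rats, called 0 probe sets at an adjusted p under 0.05 (lowest adjusted p = 0.397). At an unadjusted p under 0.05 it had 2168 probe sets, 998 higher and 1170 lower, where 1552.1 are expected by chance. Of the 272 probe sets that passed the rank products, 175 were among them. The groups did not overlap in 401 of all probe sets (1.29%, against 0.794% by chance). The up-regulated count was 47 without iron-deficient replicate 2, 47 without replicate 3 and 53 without replicate 5, and the down-regulated count was 115 without iron-deficient replicate 5 and 91, 113 and 99 without pair-fed replicates 2, 3 and 5; 21 up-regulated and 50 down-regulated probe sets passed whichever array was left out.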

By applying the rank products (RP) method to the RMA quantified data, we selected 91 probe sets that were up-regulated and 186 that were down-regulated (FDR<0.05) in the iron-deficient group relative to the pair-fed group (Table S1).

### Gene ontology analysis

To identify gene ontology (GO) terms that were overrepresented among the differentially expressed genes, we performed a gene-annotation enrichment analysis using the online software program DAVID (the Database for Annotation, Visualization, and Integrated Discovery). The GO terms that were significantly enriched in the genes that were up- and down-regulated in the iron-deficient treatment are summarized in Figures 1 and 2. The hierarchical structure of GO facilitated the identification of more specific GO terms that appeared deeper in the hierarchy. 

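Among the up-regulated genes were members of the lists of glucose and lipid metabolism. Insig1, which restrains sterol synthesis and uptake, was up-regulated (log2 fold change 0.43, SE 0.359), the 1 of 19 measured genes of cholesterol synthesis and its regulation that passed. Of the other genes of this list, Lss, Cyp51, Stard4 and Srebf2 had log2 fold changes of 0.44, 0.31, 0.31 and 0.30 and did not pass. In all, 17 of the 19 were higher in the iron-deficient group, 9 of them past the threshold when adjusted over the list alone, with a median of 0.08. The count over the list alone does not weigh the spread between rats. The exact permutation test on the list's mean per rat, 2-sided, gave p = 0.548. The false discovery rate of Insig1 was 0.0494, just under the threshold. Insig1 is not in Table S1 and did not pass with dim probe sets left out. Insig1 passed in 3 of the 10 settings that leave out 1 array, and its log2 fold change was 0.28 and 0.69 without iron-deficient replicates 2 and 4 and 0.20 and 0.67 without pair-fed replicates 3 and 5.

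The GO enrichment itself was not analysed here. In its place, 39 lists of 7 to 27 measured genes were compared with all other genes by camera, which with its preset correlation of 0.01 called 5 lists higher and 6 lower at an adjusted p under 0.05. With the correlation estimated from the arrays it called 0. The cholesterol synthesis list had an adjusted p = 0.0339 with the preset and an adjusted p = 0.702 with an estimated correlation. Its call with the preset was lost without iron-deficient replicate 2, 3 or 5 (medians 0.03, 0.05 and 0.02) and without pair-fed replicate 2, 3 or 4 (0.08, 0.04 and 0.05), with an adjusted p up to 0.370, and its median was 0.14 and 0.28 without iron-deficient replicates 1 and 4 and 0.21 and 0.16 without pair-fed replicates 1 and 5.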

The GO terms that were significantly enriched in the genes up-regulated by the iron-deficient diet were glucose metabolic process (GO: 0006006) and lipid metabolic process (GO: 0006629). The GO terms that were significantly enriched in the genes down-regulated by this diet were oxidation reduction (GO: 0055114), lipid metabolic process (GO: 0006629), organic acid metabolic process (GO: 0006082), cellular ketone metabolic process (GO: 0042180), response to extracellular stimulus (GO: 0009991), response to drug (GO: 0042493) and gas transport (GO: 0015669).

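Targets of PPAR-alpha, the receptor that induces fatty acid oxidation, were down-regulated in part. Of 22 measured targets 8 were down-regulated, none was up-regulated and 14 did not pass (11 lower and 0 higher when adjusted over the list alone); 19 had lower and 3 higher means, with a median log2 fold change of -0.23. Vnn1, a pantetheinase, fell from 10.42 ± 0.18 (SD, n = 5) in the pair-fed group to 9.73 ± 0.43 (SD, n = 5), a log2 fold change of -0.69 (SE 0.175). Fgf21, a hormone that hepatocytes secrete, had a log2 fold change of -0.37 (SE 0.480) and passed in 3 of the 10 settings that leave out 1 array; it was at -0.65 and -0.19 without iron-deficient replicates 4 and 5 and at -0.71, -0.57, -0.05 and -0.11 without pair-fed replicates 1, 2, 3 and 4. The adjusted p of the list was 3.7e-05 from camera with the preset correlation, with an adjusted p = 0.516 with an estimated correlation and 0.271 from the exact permutation test on the list's mean per rat.

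Of 16 measured genes of xenobiotic metabolism, 3 were down-regulated and 1 was up-regulated (3 and 3 when adjusted over the list alone; median -0.01, camera adjusted p = 0.826). Gsta3, a glutathione transferase whose probe set Table S1 shares with related genes, and Aldh1a1, a retinaldehyde dehydrogenase, had log2 fold changes of -0.64 (SE 0.295) and -0.53 (SE 0.146). Cyp1a1, a cytochrome P450 induced through the aryl hydrocarbon receptor, had 0.34 (SE 0.438). Of the 10 settings that leave out 1 array these 3 genes passed in 8, 7 and 3. Gsta3 was at -0.39 without iron-deficient replicate 4, and Cyp1a1 at 0.12 and 0.55 without iron-deficient replicates 3 and 5 and at 0.11, 0.72 and 0.13 without pair-fed replicates 1, 2 and 3. Of 9 genes of heme synthesis 1, Alas2, was down-regulated, and Fech, at -0.39, passed over the list alone but not over all probe sets (median -0.03, camera adjusted p = 0.0782; without pair-fed replicate 1 the median was -0.16 and the adjusted p = 0.0307, and with the mean over a gene's probe sets the adjusted p = 0.0488). With an estimated correlation and no array left out, camera gave the heme synthesis list an adjusted p = 0.516. Without iron-deficient replicate 1, the array farthest from the others, the median of the PPAR-alpha targets was -0.33.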

**Figure 1:**
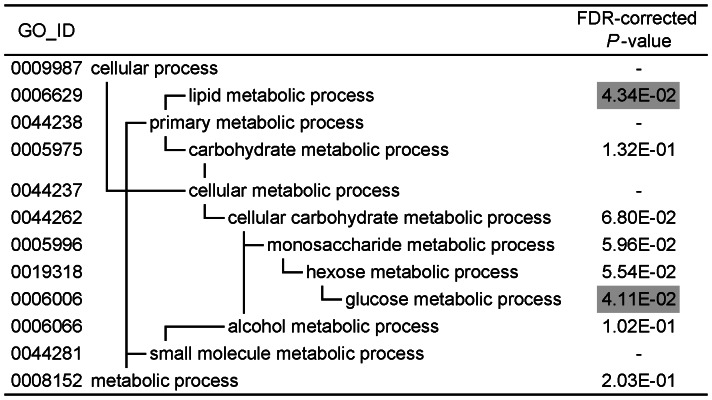
GO terms associated with the genes that were up-regulated in the iron-deficient group. FDR-corrected *P*-values were defined by the modified Fisher's exact test with the Benjamini and Hochberg FDR correction. FDR-corrected *P*-values<0.05 are shaded in gray.

**Figure 2:**
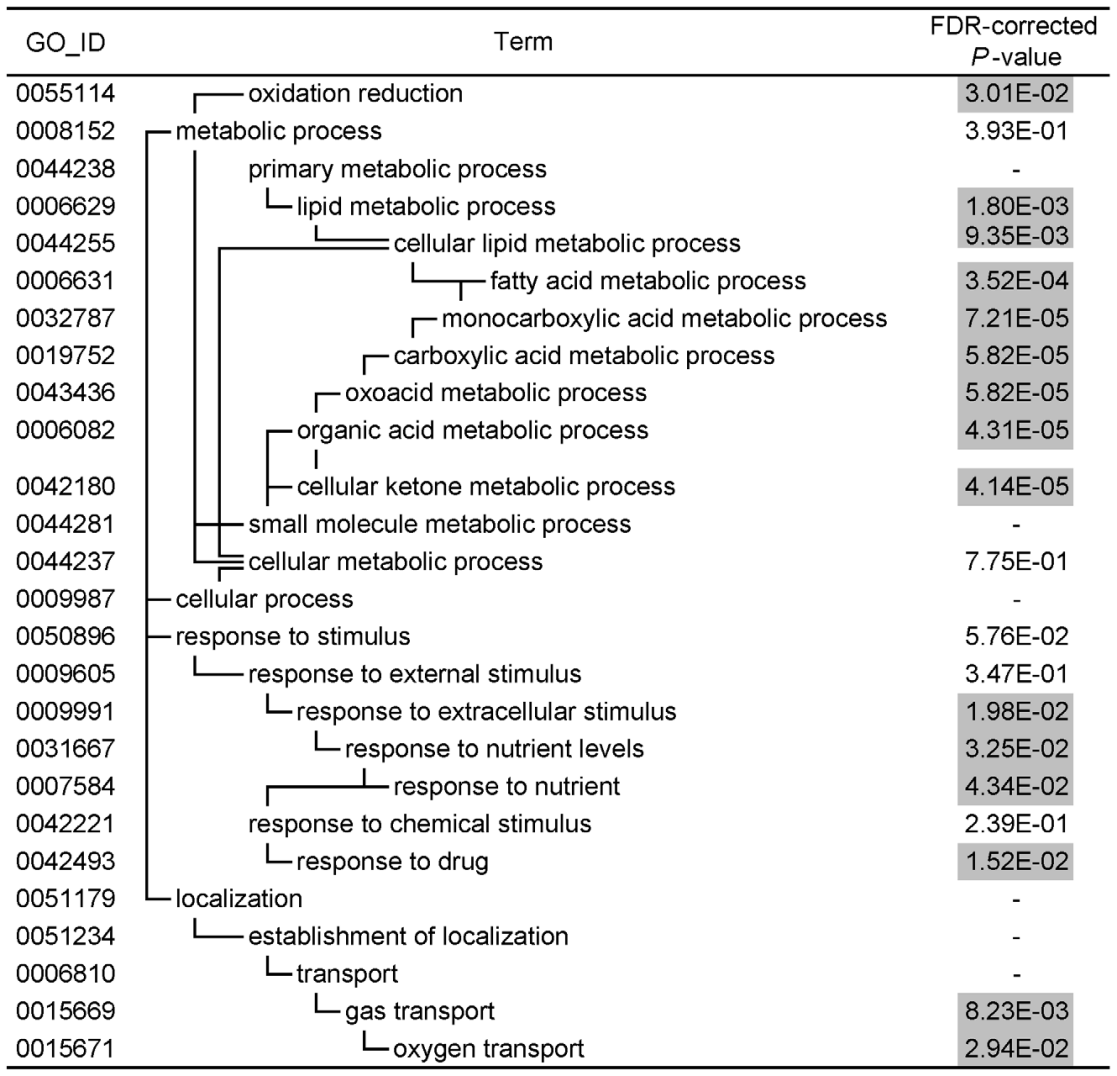
GO terms associated with the genes that were down-regulated in the iron-deficient group. FDR-corrected *P*-values were defined by the modified Fisher's exact test with the Benjamini and Hochberg FDR correction. FDR-corrected *P*-values<0.05 are shaded in gray.

### Gene expression profile details

The up- and down-regulated genes, which were categorized according to their functional annotations, are shown in Figures 3 and 4, and further details are provided below.

**Figure 3:**
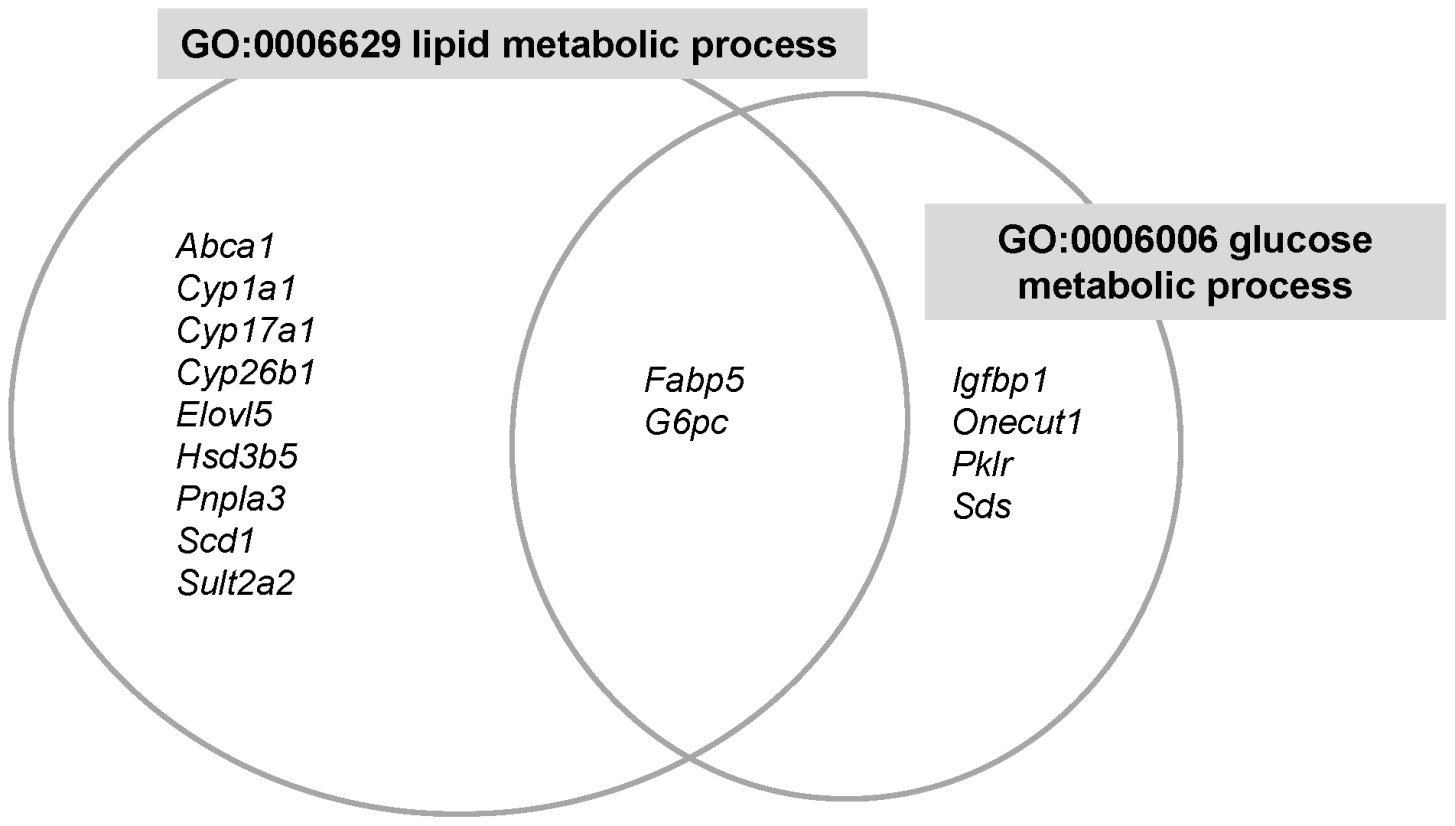
Venn diagrams representing the association of up-regulated genes with multiple GO terms. The resulting complex interdependencies of categories were shared with differentially expressed genes in the case of non-anemic iron deficiency. The genes are represented as gene symbols.

**Figure 4:**
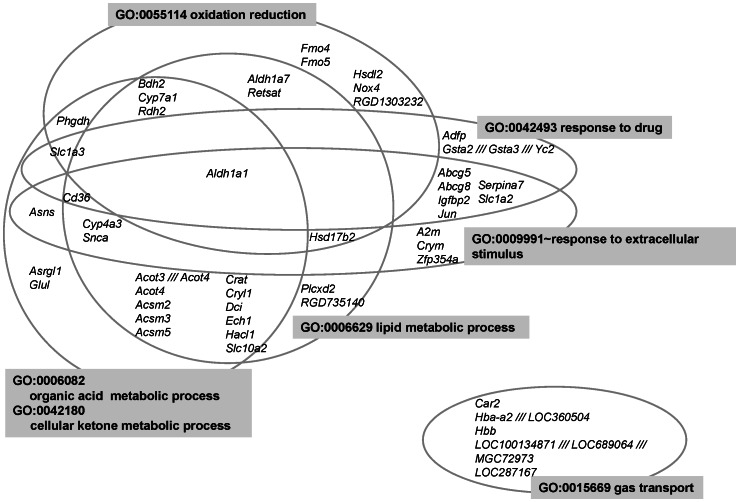
Venn diagrams representing the association of down-regulated genes with multiple GO terms. The resulting complex interdependencies of categories were shared with differentially expressed genes in the case of non-anemic iron deficiency. The genes are represented as gene symbols.

### Up-regulated genes

Glucose metabolism was one of the GO terms enriched among the up-regulated genes; two of the associated genes were genes encoding glucose-6-phosphatase, catalytic subunit (*G6pc*) and pyruvate kinase, liver and RBC (*Pklr*). These enzymes are rate-limiting in gluconeogenesis [5] and glycolysis [6], respectively. However, *G6pc* up-regulation was not accompanied by a corresponding increase in the serum glucose level (Table 2). 

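Both probe sets of G6pc, which releases free glucose from glucose-6-phosphate, were up-regulated. They rose from 8.56 ± 0.48 to 9.59 ± 0.30 and from 9.99 ± 0.46 to 10.86 ± 0.22 (mean ± SD, n = 5), log2 fold changes of 1.02 (SE 0.209) and 0.88 (SE 0.190) or 2.03-fold and 1.84-fold. All 5 iron-deficient rats lay above the median of the pair-fed rats (exact permutation test, 2-sided, p = 0.0159 for each probe set), and both probe sets passed whichever array was left out. Pklr, which makes pyruvate in the last step of glycolysis, was up-regulated at 1 of its 2 probe sets, with a log2 fold change of 0.48 (SE 0.133, false discovery rate 0.0473). The other probe set, at 0.43 (SE 0.150), did not pass (false discovery rate 0.0858). The Pklr call held in 2 of the 10 settings that leave out 1 array. It was the 1 of 11 measured genes of glycolysis that passed, and the list had a median log2 fold change of 0.03 (camera adjusted p = 0.211). limma gave adjusted p = 0.494 for G6pc and adjusted p = 0.600 for Pklr.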

The level of serum pyruvate, which is converted from phosphoenolpyruvate by pyruvate kinase and from L-serine by serine dehydratase (*Sds*), was also unchanged (Table 2).

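Genes of fatty acid synthesis and desaturation were up-regulated in part. Of 16 measured genes 3 were up-regulated, Pnpla3, Scd1 and Elovl5, and none was down-regulated, with 14 higher and a median log2 fold change of 0.25. Scd1, the desaturase that makes oleate, rose from 11.97 ± 0.95 (SD, n = 5) in the pair-fed group to 12.90 ± 0.49 (SD, n = 5), a log2 fold change of 0.93 (SE 0.386). Elovl5, which elongates polyunsaturated fatty acids, rose at both of its probe sets, by 0.65 (SE 0.105) and 0.68 (SE 0.177).

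At the first of these, all 5 iron-deficient rats lay above all 5 pair-fed rats, and its adjusted p = 0.397, shared with 2 other probe sets, was the lowest in limma. The calls of Scd1 and Elovl5 held whichever array was left out. Fads2, Fads1, Acacb, Fasn and Srebf1, with log2 fold changes of 0.47, 0.36, 0.36, 0.25 and 0.25, did not pass over all probe sets and were among the 10 genes that passed when adjusted over the list alone. camera gave the list an adjusted p = 1.65e-05 with the preset correlation, and an adjusted p = 0.516 with an estimated correlation.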

With respect to lipid metabolism, stearoyl-coenzyme A desaturase 1 (*Scd1*) and ELOVL family member 5, elongation of long chain fatty acids (yeast) (*Elovl5*), which are involved in fatty acid desaturation, were up-regulated.

### Down-regulated genes

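The 8 fatty acid catabolism genes Acsm2, Acsm3, Acsm5, Ech1, Hacl1, Dci, Cyp4a3 and Crat were down-regulated. Hacl1, of the peroxisomal alpha-oxidation of fatty acids, fell from 12.69 ± 0.24 (SD, n = 5) in the pair-fed group to 12.11 ± 0.32 (SD, n = 5), a log2 fold change of -0.58 (SE 0.151). The auxiliary enzymes of beta-oxidation Ech1 and Dci (listed under its current symbol Eci1) had log2 fold changes of -0.55 (SE 0.201) and -0.50 (SE 0.199), with a further and dim probe set of Dci at 0.06 that did not pass, and Crat, which exchanges acetyl groups between carnitine and coenzyme A, had -0.46 (SE 0.141). Cyp4a3, a fatty acid omega-hydroxylase, was at -0.45 (SE 0.205).

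Among the medium-chain acyl-CoA synthetases, Acsm3 had a log2 fold change of -0.58 (SE 0.224). Acsm2 and Acsm5 varied more between rats, with -0.45 (SE 0.491) and -0.46 (SE 0.504). Pair-fed replicate 1 held the highest Acsm2 of the 10 arrays, 10.97, and the lowest Acsm5, 6.91, and without it they were at -0.06 and -1.02. Acsm2 was at -0.14 without iron-deficient replicate 3 and at -0.78 and -0.68 without pair-fed replicates 2 and 5, and Acsm5 was at -0.30 and -0.71 without iron-deficient replicates 1 and 3 and at -0.27 and -0.29 without pair-fed replicates 2 and 4. Hacl1 and Acsm5 passed whichever array was left out, and the other 6 genes in 3 to 7 of the 10 settings that leave out 1 array.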

Genes associated with organic acid metabolism and cellular ketone metabolism, including the fatty acid catabolism genes acyl-CoA synthetase medium-chain family members 2, 3 and 5 (*Acsm2*, *Acsm3* and *Acsm5*, respectively); enoyl-CoA hydratase 1, peroxisomal (*Ech1*); 2-hydroxyacyl-CoA lyase 1 (*Hacl1*); dodecenoyl-CoA delta isomerase (*Dci*); cytochrome P450, family 4, subfamily a, polypeptide 3 (*Cyp4a3*); and carnitine acetyltransferase (*Crat*), were all down-regulated. 

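The acyl-CoA thioesterases Acot3 and Acot4, which release free fatty acids from coenzyme A, were down-regulated. Acot4 fell from 9.97 ± 0.21 (SD, n = 5) in the pair-fed group to 9.41 ± 0.51 (SD, n = 5), a log2 fold change of -0.56 (SE 0.203), and its call held in 7 of the 10 settings that leave out 1 array. Acot3, whose probe set Table S1 lists for Acot3 and Acot4 together, was lower in signal, at 7.00 ± 0.20 and 6.57 ± 0.36 (SD, n = 5), with a log2 fold change of -0.43 (SE 0.154, false discovery rate 0.0393) and a call in 2 of those 10 settings.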

Acyl-CoA thioesterase 3 and 4 (*Acot3* and *Acot4*), which are involved in fatty acid biosynthesis, were also down-regulated. After 3 days of receiving the experimental diet, the animals' serum and hepatic triacylglycerols remained at normal levels (Table 2). In contrast, in the anemic animals, genes encoding enzymes involved in fatty acid biosynthesis were down-regulated [3].

Several genes related to amino acid metabolism, namely, phosphoglycerate dehydrogenase (*Phgdh*), asparagine synthetase (*Asns*) and glutamate-ammonia ligase (*Glul*), were down-regulated. 

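Glul, which makes glutamine, was down-regulated at 2 of its 3 probe sets, from 12.37 ± 0.18 to 11.90 ± 0.16 and from 11.47 ± 0.26 to 10.95 ± 0.22 (mean ± SD, n = 5), log2 fold changes of -0.47 (SE 0.0983) and -0.53 (SE 0.134). At the first of them every iron-deficient rat lay below every pair-fed rat, and the third probe set, at -0.25 (SE 0.111), did not pass. The 2 calls held in 5 and 7 of the 10 settings that leave out 1 array. Phgdh, the first enzyme of serine synthesis, and Asns, which makes asparagine, passed the rank products among the lower probe sets (false discovery rates 0.0334 and 0.0180), although their group means hardly differed. Phgdh was at 7.46 ± 1.63 in the iron-deficient and 7.46 ± 0.77 in the pair-fed group, and Asns at 7.24 ± 1.51 and 7.40 ± 0.85 (mean ± SD, n = 5). Both were high in iron-deficient replicates 1 and 4 (Phgdh 8.28 and 9.93, Asns 8.03 and 9.54) and below 7 in replicates 2, 3 and 5.

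Their log2 fold changes were 0.00 (SE 0.648) and -0.16 (SE 0.625). Leaving out 1 array moved that of Phgdh from -0.62, without iron-deficient replicate 4, to 0.37 and that of Asns from -0.74 to 0.16, without pair-fed replicate 5. Of 25 measured genes of amino acid synthesis and ATF4 targets 4 were down-regulated and none was up-regulated: Chac1 (-0.63, SE 0.268), Fgf21, Asns and Phgdh. When adjusted over the list alone, 7 had lower and 2 had higher means. The mean of Phgdh was higher by 0.0016, so it is not among the 7. The Chac1 call was lost without pair-fed replicate 3 or 4, at -0.39 without the latter. The median of the list was -0.04, while camera gave a direction up at an adjusted p = 0.880. The sign of the median turned without iron-deficient replicate 2, 3 or 5 (0.06, 0.11 and 0.04) or pair-fed replicate 5 (0.01), and it was -0.12 and -0.22 without iron-deficient replicates 1 and 4 and -0.12 and -0.07 without pair-fed replicates 1 and 4.

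**Figure D1:**
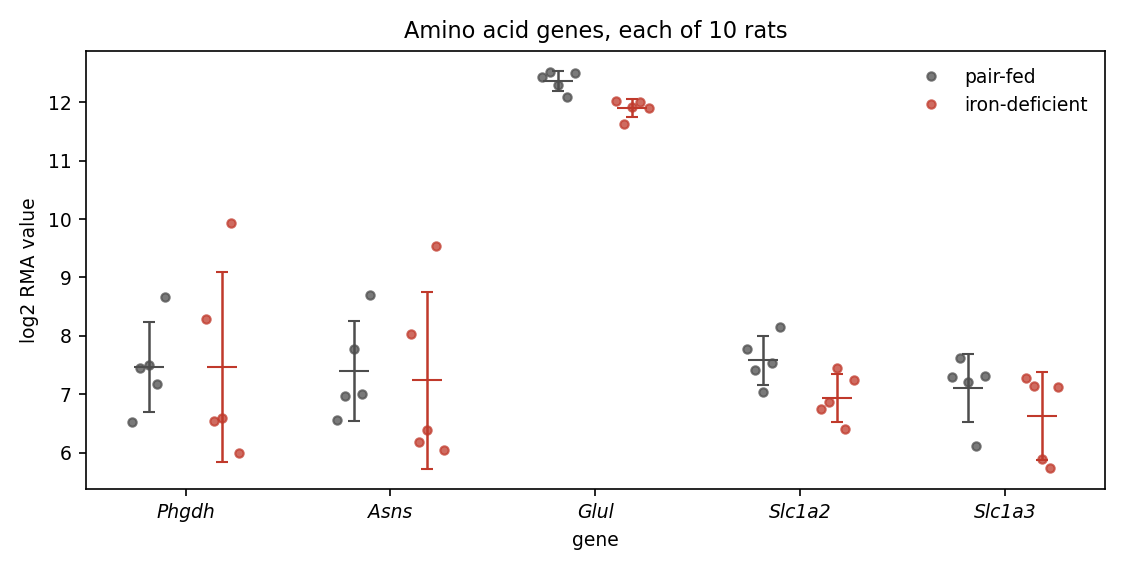
Log2 RMA values of 5 genes of amino acid metabolism and transport in the 5 pair-fed rats (gray points) and the 5 iron-deficient rats (red points), with the mean and SD of each group as bars. The groups do not overlap at the Glul probe set shown, whose call held in 5 of the 10 settings that leave out 1 array, and Phgdh and Asns spread from below 7 to above 9 within the iron-deficient group.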

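The glutamate and aspartate transporter genes Slc1a2 and Slc1a3 were down-regulated. Slc1a2 fell from 7.58 ± 0.41 (SD, n = 5) in the pair-fed group to 6.94 ± 0.41 (SD, n = 5), a log2 fold change of -0.64 (SE 0.215), and its call was lost without pair-fed replicate 5 alone. Slc1a3 had a log2 fold change of -0.48 (SE 0.346) and passed in 4 of the 10 settings that leave out 1 array, at -0.29 and -0.25 without iron-deficient replicates 3 and 4 and -0.73 without pair-fed replicate 4. Further probe sets of both genes, with mean values between 3.42 and 5.57 and log2 fold changes of 0.04, -0.03 and -0.16, did not pass.

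Slc1a2, Glul, Aldh1a1 and Cyp7a1 belong to the list of genes that hepatocytes around the central vein express, of which 4 of 18 measured members were down-regulated and none was up-regulated (4 lower and 1 higher when adjusted over the list alone; median -0.04, camera adjusted p = 0.091). With the preset correlation the list passed without pair-fed replicate 3 (median -0.08, adjusted p = 0.0202) or 4 (-0.06, adjusted p = 0.0313). With an estimated correlation and no array left out, camera gave it an adjusted p = 0.573.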

Solute carrier family 1 (glial high affinity glutamate transporter), members 2 and 3 (*Slc1a2* and *Slc1a3*), which are associated with aspartate and glutamate transport, were also down-regulated.

Aldehyde dehydrogenase 1 family, member A7 (*Aldh1a7*), the enzyme that converts acetaldehyde to acetate in the major oxidative pathway of alcohol metabolism, was down-regulated. 

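Aldh1a7 fell from 11.10 ± 0.25 (SD, n = 5) in the pair-fed group to 10.41 ± 0.43 (SD, n = 5). Its log2 fold change was -0.68 (SE 0.183, false discovery rate 0.0027), with all 5 iron-deficient rats below the median of the pair-fed rats (exact permutation test, 2-sided, p = 0.0238). The call held whichever array was left out.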

Acyl-CoA synthetase converts acetate to acetyl-CoA, which is used in the biosynthesis of cholesterol and fatty acids. Cytochrome P450, family 7, subfamily a, polypeptide 1 (*Cyp7a1*), the rate-limiting enzyme of cholesterol catabolism and thus bile acid biosynthesis [7], was also down-regulated. 

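Cyp7a1 was down-regulated, from 10.24 ± 0.43 (SD, n = 5) in the pair-fed group to 9.30 ± 0.92 (SD, n = 5). Its log2 fold change of -0.95 (SE 0.369) was the largest in size among 12 measured genes of bile acid synthesis, of which 2, Cyp7a1 and the sterol 12-alpha-hydroxylase Cyp8b1, were down-regulated and none was up-regulated (2 lower and 1 higher when adjusted over the list alone). Amacr, at -0.23, and Acox2, at 0.26, did not pass over all probe sets.

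The median of the list was -0.09 (camera adjusted p = 0.232), and its mean per rat differed by -0.14 (exact permutation test, 2-sided, p = 0.0159, adjusted over the 39 lists 0.206). The median was -0.05 without iron-deficient replicate 5 and -0.05 without pair-fed replicate 4. The Cyp7a1 call held whichever array was left out, but without iron-deficient replicate 1, at 7.80 the lowest, its log2 fold change was -0.57.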

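The nuclear receptor genes Nr1h3 and Nr1h2, which encode LXR-alpha and LXR-beta, and Nr1h4, which encodes FXR, did not pass the rank products in either direction. Their log2 values were 10.50 ± 0.09 against 10.60 ± 0.06, 8.46 ± 0.15 against 8.47 ± 0.10, and 10.94 ± 0.19 against 10.95 ± 0.35 in the iron-deficient and the pair-fed group (mean ± SD, n = 5). These are log2 fold changes of -0.10 (SE 0.0634), -0.01 (SE 0.0816) and -0.01 (SE 0.151). Nr0b2, the repressor that FXR induces, was at 0.11 and did not pass.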

The expression of the genes encoding LXR, a transcription factor for *Cyp7a1*, and FXR, a repressor of *Cyp7a1* [7], was unchanged significantly. The serum and liver cholesterol and bile acid levels did not change significantly (Table 2).

In terms of the responses to drugs and extracellular stimuli, ATP-binding cassette, sub-family G (WHITE), members 5 and 8 (*Abcg5* and *Abcg8*), which are involved in controlling sterol excretion from the liver [8], were down-regulated.

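The sterol transporter genes Abcg5 and Abcg8 were down-regulated by similar amounts. Abcg5 fell from 9.92 ± 0.42 to 9.39 ± 0.42 and Abcg8 from 7.56 ± 0.46 to 6.98 ± 0.36 (mean ± SD, n = 5), log2 fold changes of -0.53 (SE 0.219) and -0.57 (SE 0.216). The bile salt export pump Abcb11 and the uptake transporter Slc10a1, at 0.19 and -0.02, did not pass.

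In the list of 13 genes of sterol and bile acid transport and its nuclear receptors, 2 were down-regulated and 1, Abca1, was up-regulated (2 and 1 when adjusted over the list alone), with a median of 0.04 (camera adjusted p = 0.676). The calls of Abcg5 and Abcg8 held in 6 and 7 of the 10 settings that leave out 1 array.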

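Globin transcripts were lower in the livers of the iron-deficient rats. Hbb fell from 14.00 ± 0.23 (SD, n = 5) in the pair-fed group to 13.33 ± 0.28 (SD, n = 5), a log2 fold change of -0.67 (SE 0.138). Hba-a2, measured by 2 probe sets that the annotation pairs with Hba-a1 as well, had log2 fold changes of -0.73 (SE 0.171) and -0.49 (SE 0.112), the second with a call in 5 of the 10 settings that leave out 1 array. All 5 iron-deficient rats lay below the median of the pair-fed rats at these 3 probe sets (exact permutation test, 2-sided, p = 0.0159 for each).

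With the globins went other genes of red cells and their precursors. Of 15 measured erythroid genes of Table S1, 13 had lower and 2 higher means, with a median of -0.67. Of these 15, 12 were down-regulated and none was up-regulated (13 lower when adjusted over the list alone). The other 3, Car2, Kel and Mkrn1, did not pass at the brightest probe set counted here but were down-regulated at another (-0.65, -0.56 and -0.47). Slc4a1, the anion exchanger of the red cell membrane, Rhd, a blood group antigen, and Tmcc2 had log2 fold changes of -0.74, -0.68 and -0.72. The study chose this list on these rats, so it is not independent evidence of the direction. Without iron-deficient replicate 1, the array farthest from the others, the median was -0.57. camera gave an adjusted p = 2.6e-11 with the preset correlation, and an adjusted p = 0.326 with an estimated correlation. Of 19 measured erythroid genes outside Table S1, 11 had lower and 8 higher means, with a median of -0.08.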

Genes involved in oxygen transport, namely hemoglobin alpha, adult chain 2 (*Hba-a2*) and hemoglobin, beta (*Hbb*), were down-regulated. Although no changes in blood hemoglobin levels were observed on day 3 of feeding the experimental diet, hepatic iron deficiency clearly influenced hemoglobin gene expression.

### Iron metabolism

The gene encoding hepcidin, a peptide hormone produced and released by the liver and the master regulator of iron homeostasis in the body by inhibiting the intestinal absorption of iron [9]–[12], was down-regulated. 

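Hamp, the hepcidin gene, was down-regulated from 7.36 ± 1.87 (SD, n = 5) in the pair-fed group to 6.01 ± 0.35 (SD, n = 5) in the iron-deficient group, a log2 fold change of -1.35 (SE 0.683, false discovery rate 0.000588). The iron-deficient rats all lay between 5.73 and 6.61. The pair-fed rats were at 6.00, 7.39, 6.30, 10.57 and 6.55, so that 1 rat, replicate 4, had by far the highest value, and without it the log2 fold change was -0.55 and still passed. The groups overlapped (exact permutation test, 2-sided, p = 0.0714), and limma gave an adjusted p = 0.736.

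Of 24 measured genes of hepatic iron homeostasis Hamp alone passed (2 lower and 1 higher when adjusted over the list alone). Hmox1, which breaks down heme, and Heph, a copper ferroxidase, had log2 fold changes of -0.46 and 0.53 and did not pass over all probe sets. The median of the list was 0.02 and its mean -0.02 (camera adjusted p = 0.232). Among 10 measured targets of BMP-SMAD signalling, the pathway that induces Hamp, Hamp was again the 1 down-regulated gene, while Id1, Smad6, Smad7 and Atoh8 were at 0.10, 0.02, 0.14 and 0.11 and did not pass (1 lower and 0 higher over the list alone; median 0.08, mean -0.09, camera adjusted p = 0.504).

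**Figure D2:**
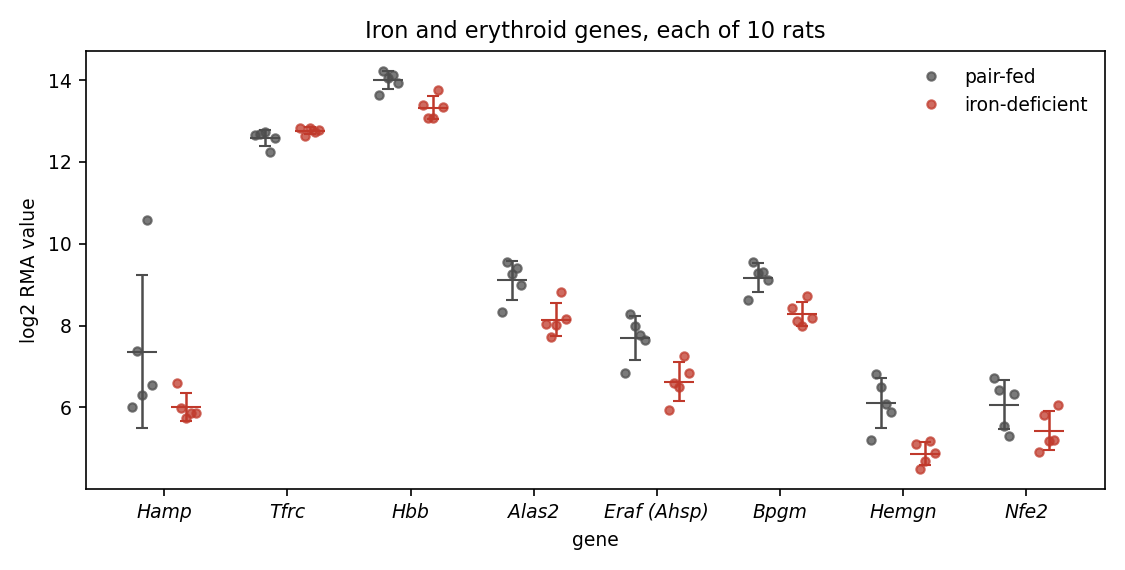
Log2 RMA values of Hamp, Tfrc and 6 erythroid genes in the 5 pair-fed rats (gray points) and the 5 iron-deficient rats (red points), with the mean and SD of each group as bars. The lower mean of Hamp rests largely on the pair-fed rat at 10.57, while the erythroid genes from Hbb to Nfe2 are lower over most rats.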

The gene encoding the transferrin receptor, a regulator of iron uptake into the cell [13], was not significantly changed.

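Tfrc, the transferrin receptor gene, had log2 values of 12.76 ± 0.08 (SD, n = 5) in the iron-deficient and 12.58 ± 0.20 (SD, n = 5) in the pair-fed group, a log2 fold change of 0.18 (SE 0.0913) that did not pass (false discovery rate 0.876). Without pair-fed replicate 4, at 12.24 the lowest of its group, it was 0.10. Its second probe set, at 0.25 (SE 0.128), did not pass either. At both, 4 of 5 iron-deficient rats lay above the median of the pair-fed rats. At the first probe set of Tfrc the exact permutation test, 2-sided, gave p = 0.0556, against p = 0.0714 for Hamp. limma gave an adjusted p = 0.736 for each of these genes. Tfr2, the receptor that senses transferrin-bound iron in hepatocytes, was at -0.12 and the iron regulatory protein genes Aco1 and Ireb2 were at 0.09 and 0.10; none of these passed.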

### In situ hybridization analysis of G6pc and Hamp in the rat liver

*In situ* hybridization was performed to confirm the differential expression of *G6pc*, the rate-limiting enzyme in gluconeogenesis, and *Hamp*, an inhibitor of the intestinal uptake of iron, mRNAs in the rat liver in response to dietary iron-deficiency (Fig. 5). Weak *G6pc* signals (Fig. 5A) were observed in the rat liver in the pair-fed group. In contrast, clear *G6pc* signals (Fig. 5B) were observed in the iron-deficient diet group. Strong *Hamp* signals (Fig. 5C) were observed in the rat liver of the pair-fed group, and weak *Hamp* signals (Fig. 5D) existed in the iron-deficient diet group. These data were consistent with the DNA microarray data. No signals were detected in the negative control samples (data not shown).

**Figure 5:**
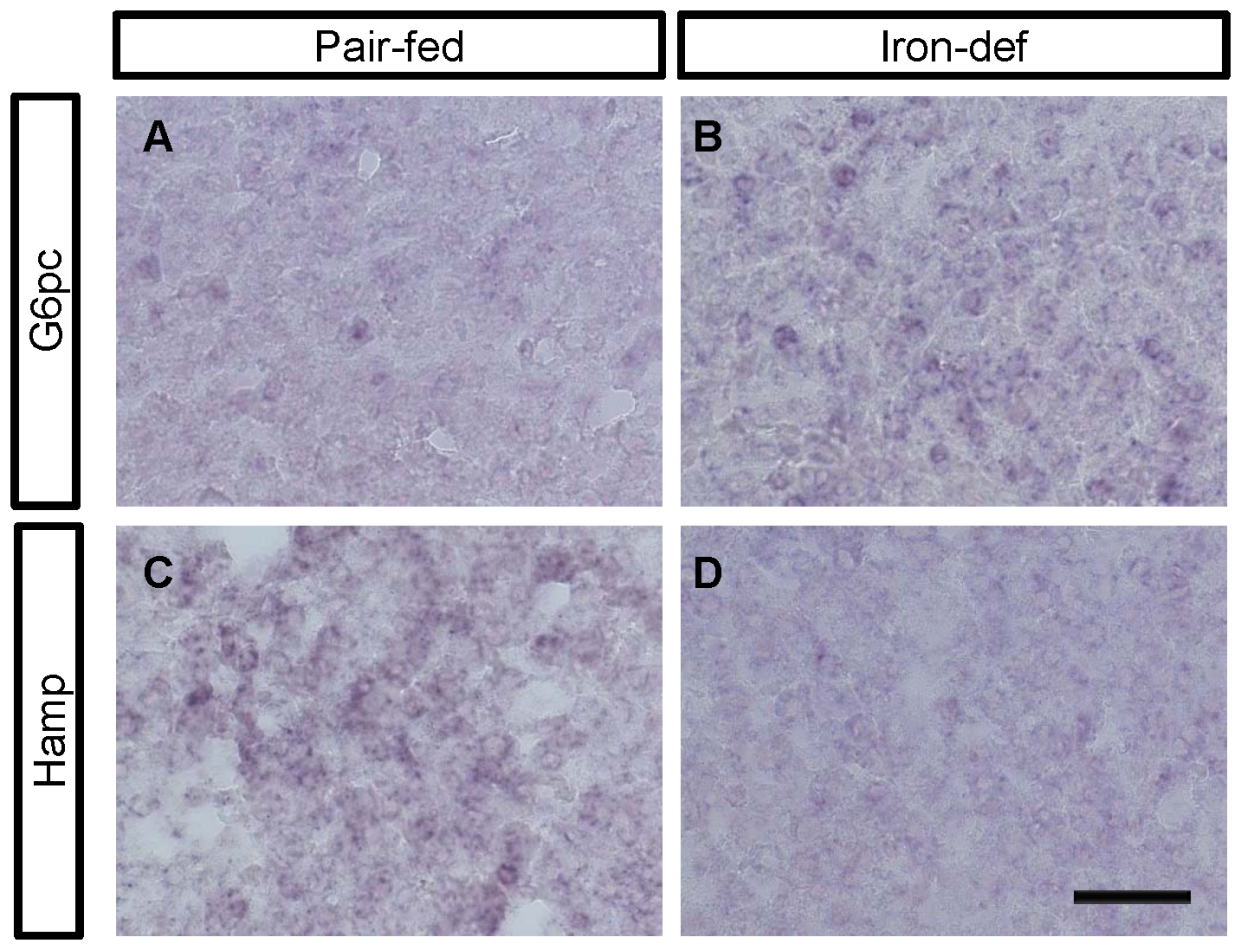
Expression of *G6pc* and *Hamp* in the livers of pair-fed and iron-deficient rats. Liver sections taken from pair-fed (A, C) and iron-deficient (B, D) rats were analyzed by *in situ* hybridization using *G6pc* (A, B) and *Hamp* (C, D) probes. The data are representative of experiments performed using three rats from each group. Scale bar = 50 µm.

### Comparison analysis

The genes that were significantly differentially expressed following short-term feeding with an iron-deficient diet were compared to those from a previously described long-term experiment [3]. A gene list of short-term iron deficiency compared with long-term deficiency is provided in Figure 6. In category 1, the following genes were differentially regulated in response to both short- and long-term iron deficiency: up-relulation of *G6pc* and *Sds*, genes related to gluconeogenesis, and down-regulation of genes related to fatty acid oxidation, including *Hacl1*, *Bdh2*, *Dci*, *Ech* and *Cyp4a3*; the fatty acid biosynthesis gene *Acot4*; and the oxygen transport genes *Hba-a2* and *Hbb*. 

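In the short-term part of this comparison, Sds, which turns serine into pyruvate, was up-regulated and Bdh2, an enzyme of ketone body metabolism, was down-regulated. Bdh2 fell from 7.17 ± 0.42 (SD, n = 5) in the pair-fed group to 6.61 ± 0.21 (SD, n = 5), a log2 fold change of -0.56 (SE 0.176), with all 5 iron-deficient rats below the median of the pair-fed rats and a call in 7 of the 10 settings that leave out 1 array. Sds was at 11.03 ± 1.09 against 10.73 ± 0.61 (SD, n = 5), a log2 fold change of 0.30 (SE 0.450, false discovery rate 0.0358), and 3 of 5 iron-deficient rats lay above the pair-fed median. The Sds call was lost without iron-deficient replicate 2, 3 or 5 or without pair-fed replicate 3 or 5, and its log2 fold change ranged from 0.02, without iron-deficient replicate 3, to 0.70, without iron-deficient replicate 1, and was 0.18 and 0.15 without iron-deficient replicates 2 and 5 and 0.47 and 0.07 without pair-fed replicates 1 and 3. Among the 18 measured genes that hepatocytes around the portal vein express, Sds, G6pc and Aldh1b1 (0.68, SE 0.227) were up-regulated and Igfbp2 (-0.53, SE 0.259) was down-regulated (4 higher and 1 lower when adjusted over the list alone; median 0.05, camera adjusted p = 0.0736). The Aldh1b1 call was lost without iron-deficient replicate 5, and that of Igfbp2 without replicate 2 or 5 of either group. With the preset correlation the list passed without iron-deficient replicate 1 or 4 (medians 0.06 and 0.06, adjusted p = 0.0146 and 0.0263) or pair-fed replicate 4 (0.08, adjusted p = 0.012). With an estimated correlation and no array left out, camera gave it an adjusted p = 0.573. The data of long-term iron deficiency were not analysed here.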

The acceleration of the early stages of gluconeogenesis led to increased serum glucose levels in the long-term iron-deficient rats [3].

**Figure 6:**
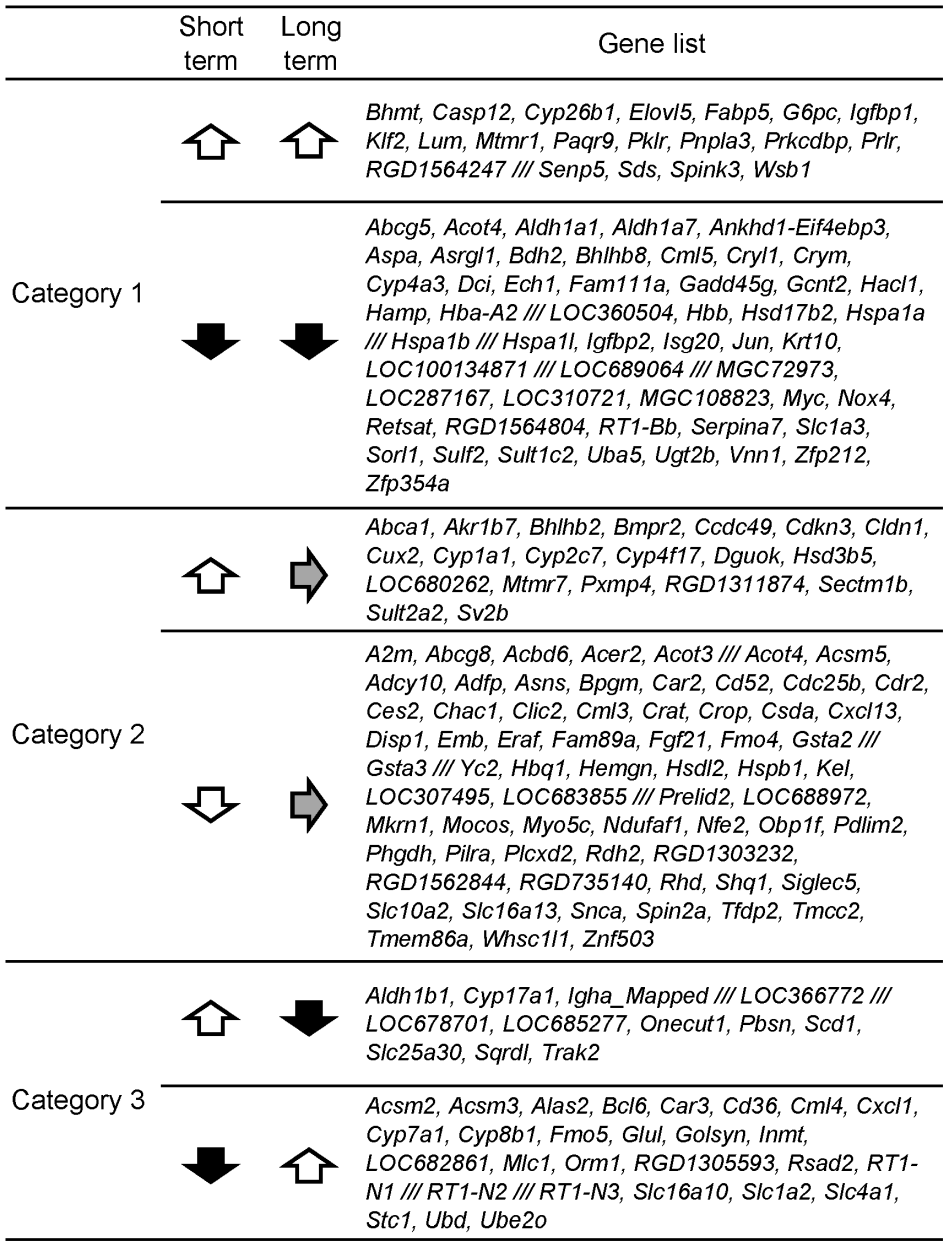
List of genes with expression changes in livers of rats fed an iron-deficient diet. White arrows: up-regulated gene expression, black arrows: down-regulated gene expression, gray arrows: no change.

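The erythroid genes Nfe2, Hbq1, Eraf and Bpgm were down-regulated after 3 days of the iron-deficient diet. Eraf, whose product holds free alpha-globin stable and whose current symbol is Ahsp, fell the most, from 7.70 ± 0.54 (SD, n = 5) in the pair-fed group to 6.63 ± 0.48 (SD, n = 5), a log2 fold change of -1.08 (SE 0.265). Bpgm, which makes 2,3-bisphosphoglycerate in red cells, fell at both of its probe sets, by 0.89 (SE 0.171) and 0.72 (SE 0.155) on the log2 scale. The transcription factor gene Nfe2 had a log2 fold change of -0.64 (SE 0.282) and the globin gene Hbq1 had -0.52 (SE 0.159). All 5 iron-deficient rats lay below the median of the pair-fed rats at each of these 5 probe sets. The calls of Eraf and Bpgm held whichever array was left out, that of Nfe2 was lost without pair-fed replicate 1, and that of Hbq1 without pair-fed replicate 2, 3 or 4.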

In category 2, the genes encoding nuclear factor, erythroid-derived 2 (*Nfe2*); hemoglobin, theta 1 (*Hbq1*); erythroid associated factor (*Eraf*); and 2,3-bisphosphoglycerate mutase (*Bpgm*) were down-regulated only in the case of short-term iron deficiency.

In category 3, *Scd1*, an enzyme involved in fatty acid desaturation, was up-regulated, and enzymes involved in fatty acid catabolism, including *Acsm2*, *Acsm3* and *Cd36*, and cholesterol catabolism, including *Cyp7a1* and *Cyp8b1*, were down-regulated.

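Of the genes of this category, Cd36, a fatty acid transporter, and Cyp8b1, which sets the share of cholic acid in bile, were down-regulated. Cyp8b1 fell from 12.27 ± 0.43 (SD, n = 5) in the pair-fed group to 11.70 ± 0.57 (SD, n = 5), a log2 fold change of -0.57 (SE 0.261), and passed whichever array was left out. Cd36 was at 8.69 ± 0.27 against 9.11 ± 0.46 (SD, n = 5), a log2 fold change of -0.42 (SE 0.199) with a false discovery rate of 0.0494, just under the threshold. Its call held in 2 of the 10 settings that leave out 1 array, without iron-deficient replicate 3 and without pair-fed replicate 5, and its log2 fold change was -0.28 without pair-fed replicate 3.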

## Discussion

A dietary iron deficiency maintained for 3 days led to decreased iron and ferritin serum levels and increased TIBC but unaltered blood hemoglobin (Table 1). These results indicate that the rats experienced a certain degree of iron deficiency even though a state of anemia was not induced. In Japan, a major factor in the development of iron deficiency is unsatisfactory dietary iron intake [4]. Rats represent a useful experimental model for studying diet-induced non-anemic iron deficiency. In non-anemic iron deficiency, we observed changes in the expression of a variety of genes involved in metabolic processes (Fig. 7). Because iron is known to be a component of electron transport, the activity of the electron transport system is expected to be reduced in an iron-deficient state. This reduced activity may lead to the down-regulation of the TCA cycle. In this state, the activation of the Cori cycle is induced, leading to gluconeogenesis in liver. Consistent with this hypothesis, the expression of genes involved in gluconeogenesis was up-regulated in the livers of rats subjected to short-term iron deficiency. Moreover, because serum glucose levels increase in cases of anemia, iron deficiency likely induces gluconeogenesis rather than glycolysis [3]. 

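Of the 13 measured genes of gluconeogenesis, G6pc and Sds were up-regulated, none was down-regulated and 11 did not pass. Pck1, the enzyme that makes phosphoenolpyruvate from oxaloacetate, and its coactivator Ppargc1a had log2 fold changes of 0.39 (SE 0.254) and 0.31. These did not pass over all probe sets and were among the 4 genes that were higher, with Gpt at -0.24 as the 1 that was lower, when adjusted over the list alone. Fbp1, at 0.02, and Pc, at 0.09, did not pass under either adjustment. The median of the list was 0.05, with 8 genes higher and 5 lower (camera adjusted p = 0.168). Leaving out 1 array moved the median between 0.01 and 0.12. Without pair-fed replicate 4 the median was 0.10 and the camera adjusted p = 0.0374 with the preset correlation. With an estimated correlation and no array left out, camera gave the list an adjusted p = 0.573.

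None of 22 measured genes of the respiratory chain passed. The means of 21 of the 22 were lower in the iron-deficient group, with a median log2 fold change of -0.09 and an adjusted p = 0.00133 from camera with the preset correlation, against an adjusted p = 0.573 with an estimated correlation. Without iron-deficient replicate 1, the array farthest from the others, the median was -0.04 and the adjusted p = 0.0755. Among 18 genes of the tricarboxylic acid cycle, 14 were lower and none passed (0 over the list alone, as for the respiratory chain; median -0.05, camera adjusted p = 0.272). The paper expects a lack of iron to reduce the activity of electron transport, since iron is a component of it, and reasons that this may lower the TCA cycle and so activate the Cori cycle and gluconeogenesis. The arrays do not measure these activities.

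**Figure D3:**
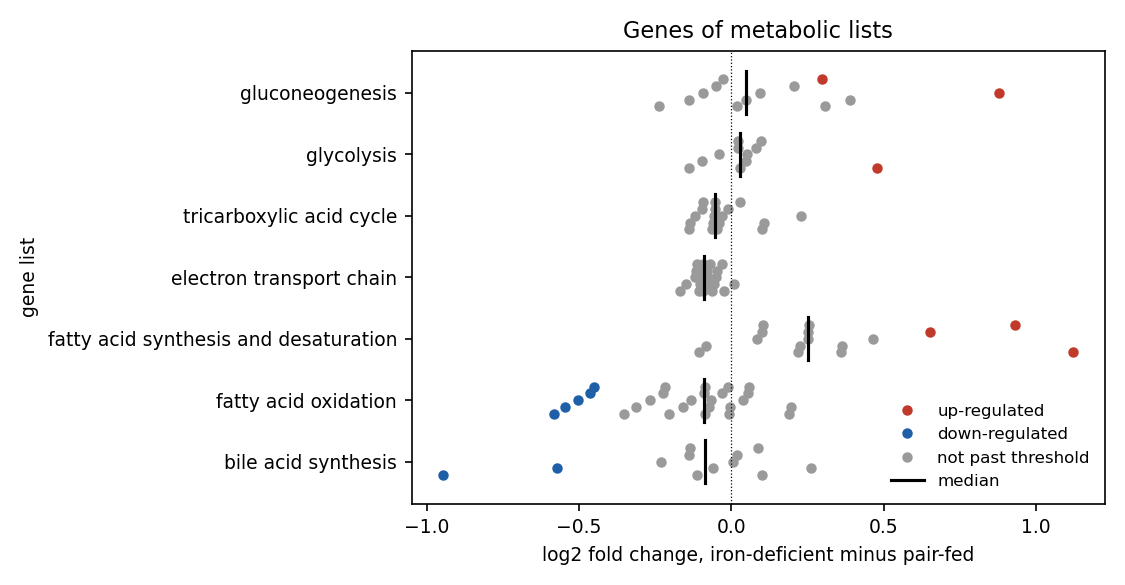
Log2 fold change (iron-deficient minus pair-fed) of each measured gene of 7 metabolic lists. Red and blue points passed the rank products, gray points did not, and the black bar is the median of the list, which was 0.25 for fatty acid synthesis and desaturation and near 0 for the other lists.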

The down-regulation of the TCA cycle should result in the down-regulation of lipid catabolism. In fact, fatty acid catabolism is reduced during short-term iron deficiency.

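Of the 27 measured genes of fatty acid oxidation, 5 were down-regulated and none was up-regulated, with 22 of 27 lower and a median log2 fold change of -0.09. When adjusted over the list alone, 7 were lower, among them Cpt1a, which admits fatty acids to the mitochondrion, and Decr1, at -0.35 and -0.31. The core enzymes of mitochondrial beta-oxidation differed little: Acadm, Acadl, Acadvl and Hadha were at 0.04, -0.01, -0.09 and -0.07 and did not pass, and Hadh, at 0.20, did not pass either.

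camera gave the list an adjusted p = 0.000679 with the preset correlation, and an adjusted p = 0.569 with an estimated correlation. Without iron-deficient replicate 1, the array farthest from the others, the median was -0.20 and the adjusted p with the preset 1.26e-07. Its mean per rat was 11.87 ± 0.17 (SD, n = 5) in the iron-deficient and 12.03 ± 0.08 (SD, n = 5) in the pair-fed group (exact permutation test, 2-sided, p = 0.111).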

**Figure 7:**
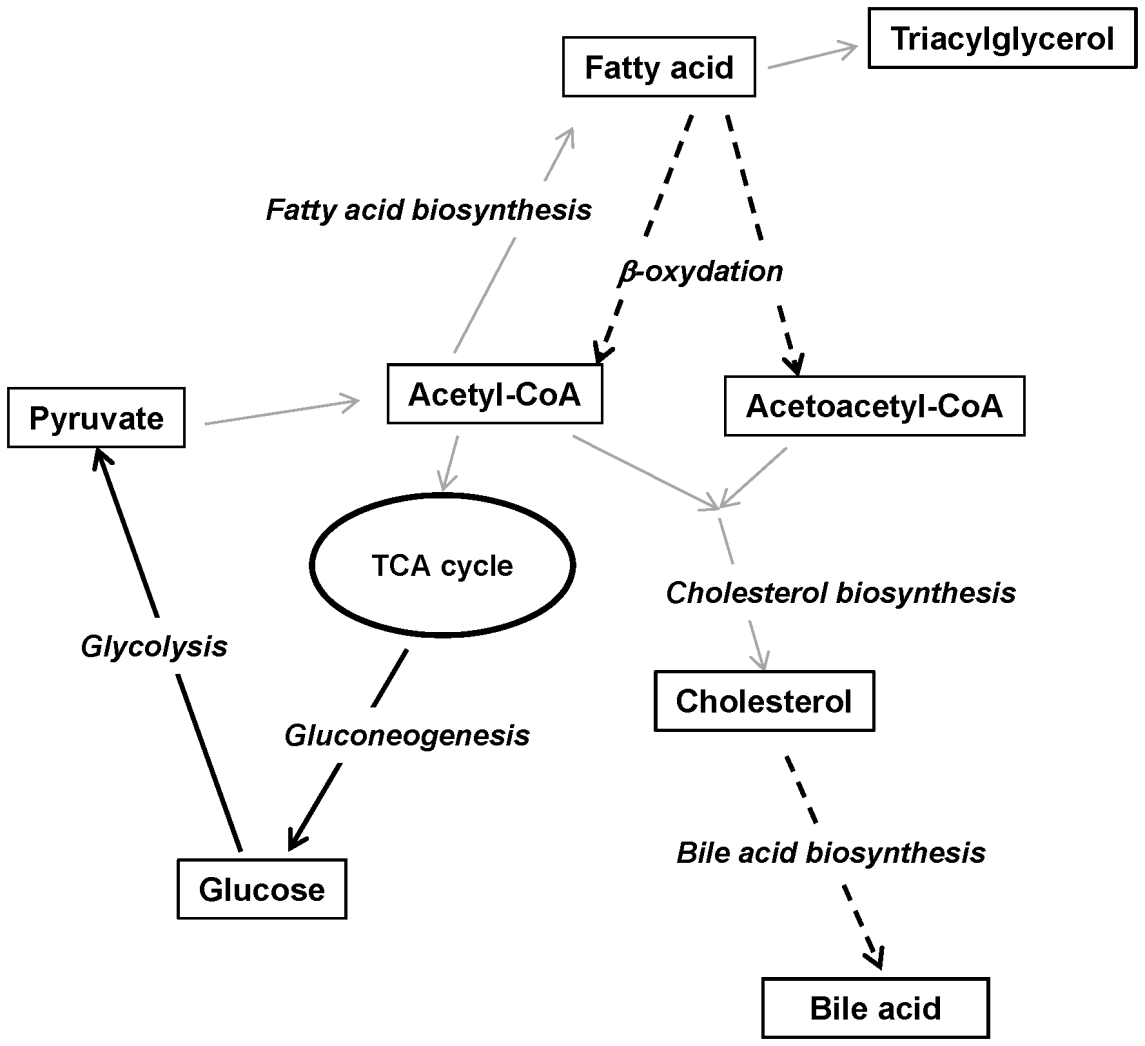
Potential hepatic metabolic changes due to an iron-deficient diet. Thick arrows: up-regulated gene expression. Broken arrows: down-regulated gene expression.

Some genes were common to both the short- and long-term iron deficiency models (category 1), some were specific to the short-term model (category 2), and the others were up-regulated in one model and down-regulated in the other (category 3) (Fig. 6). Collins et al. [14] showed that some novel genes were induced by iron deficiency during postnatal development in rats (from the suckling period to the adulthood intake stage). The authors identified genes that consistently displayed increased or decreased expression in all five different ages of iron-deficient rats. However, our study is the first to define the relationship between gene expression patterns and the degree of iron deficiency. Factors involved in iron absorption and oxygen transport were affected by both short- and long-term iron deficiencies. In particular, the gene expression of hepcidin, an inhibitor of intestinal iron absorption, was most significantly down-regulated, indicating an immediate increase in intestinal iron absorption. 

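Ordered by rank product, Hamp stood at rank 17 of 31042 among the lower probe sets. Serpinb9b, Hemgn and Cxcl1 held the ranks 1 to 3, and Eraf, Alas2 and Bpgm the ranks 7, 11 and 14. Ordered by limma p among the lower probe sets, Hamp stood at rank 1553. Leaving out 1 array placed it between rank 5, without pair-fed replicate 3, and rank 127, without pair-fed replicate 4, the rat with the highest Hamp.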

The genes that were differentially regulated specifically during short-term iron deficiency are involved in regulating oxygen affinity and hemoglobin at the transcriptional and post-translational levels. BPGM is known to possess mutase activity that enables the conversion of the glycolytic intermediate 1,3-bisphosphoglycerate (1,3-BPG) to 2,3-bisphosphoglycerate (2,3-BPG). 2,3-BPG decreases hemoglobin's affinity for oxygen [15], [16]. The down-regulation of *Bpgm* may therefore contribute to an increase in hemoglobin's oxygen affinity, thereby enhancing the efficiency of oxygen transport. The down-regulation of *Bpgm* may compensate for the decrease in hemoglobin. NFE2 is a transcription factor that regulates the expression of alpha- and beta-globin [17]. The down-regulation of *Nfe2* should result in the down-regulation of *Hba-a2* and *Hbb*. The gene expression of the other transcription factors that regulate globin genes, such as *Gata1* [18], was unaltered. 

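Gata1 had log2 values of 4.41 ± 0.25 (SD, n = 5) in the iron-deficient and 4.59 ± 0.21 (SD, n = 5) in the pair-fed group, near the low end of the array's signals, and did not pass (log2 fold change -0.18, SE 0.127; -0.07 without iron-deficient replicate 1, at 3.97 the lowest, and -0.10 without pair-fed replicate 4). Of the other transcription factors of red cell precursors, Tal1, Lmo2, Gfi1b and Zfpm1 were at 0.07, 0.02, 0.14 and 0.21 and did not pass. Klf1, which switches on beta-globin, was at -0.35; it did not pass over all probe sets and was lower when adjusted over its list alone.

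That list was made by leaving out every gene of Table S1, which holds nearly all probe sets that passed, so that a count of 0 of 19 measured genes passing follows from its construction. Of its genes 5 were lower when adjusted over the list alone: Klf1, Fech (-0.39), Slc25a37 (-0.34), Car1 (-0.31) and Epb42 (-0.28). Its median was -0.08 (camera adjusted p = 0.0509; adjusted p = 0.516 with an estimated correlation). The list passed without iron-deficient replicate 3, 4 or 5 (adjusted p = 0.0393, 0.0434 and 0.0411) or pair-fed replicate 1 or 5 (adjusted p = 0.0101 and 0.0134), with medians of -0.07 to -0.10, and also with quantile normalization repeated (adjusted p = 0.0288) and with the mean over a gene's probe sets (adjusted p = 0.0488).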

ERAF, which is also known as alpha hemoglobin stabilizing protein (AHSP), enhances the subunit stability of alpha-hemoglobin and diminishes its participation in harmful redox reactions [19]. The down-regulation of *Eraf* may lead to an increased unfolding of alpha-hemoglobin proteins and it may subsequently inhibit the production of normal hemoglobin protein at the early stages. *Eraf* expression was differentially regulated at different iron levels. Iron is known to destabilize endogenous AHSP mRNA in K562 human erythroleukemia cells, most likely by causing the release of iron regulatory proteins (IRPs) from an iron responsive element (IRE)-like structure in the 3′ UTR. Iron also simultaneously increased the levels of nascent primary transcripts [20]. These two mechanisms may explain the temporary down-regulation of *Eraf* expression. The changes in gene expression patterns in category 3 are attributed to homeostatic compensation.

In this study, we found that rats fed an iron-deficient diet for only 3 days reached a state of non-anemic iron deficiency. The gene expression analysis indicated that decreased liver iron storage dramatically influenced hepatic gene expression patterns. It will be important to examine the influence of different iron storage levels, induced by either depletion or excess iron intake, on hepatic gene expression patterns. A complete understanding of how iron deficiency affects physiological processes requires further investigation.

## Materials and Methods

### Animals and diets

Three-week-old male Sprague-Dawley rats were purchased from Charles River Japan (Kanagawa, Japan) and housed in a room maintained at 24±1°C and 40±5% humidity with a 12-h light/dark cycle (light 08:00–20:00; dark 20:00–08:00). The rats were given a normal diet (Research Diets, Inc., New Brunswick, NJ, USA) (Table 3) and deionized distilled water ad libitum prior to the beginning of the study. The normal diet, 48 ppm iron, was based on the AIN-93G diet; Avicel was used in place of cellulose, which may contain trace amounts of iron. On day 3 of the acclimatization period, the food was removed at 17:00, and normal feeding was conducted between 09:00 and 17:00 for the next 4 days to synchronize the feeding behaviors; this feeding was continued until one day before sacrifice. On day 8, the rats were divided into two groups with similar average body weights. The rats in the iron-deficient group (n = 5) were given ad libitum access to an iron-deficient diet, which contained approximately 3 ppm iron, the food was prepared by removing the iron (ferric citrate) from the normal diet (Table 3). The rats in the pair-fed group (n = 5) were fed the normal diet by pair feeding. On days 8 and 10 (i.e., on days 1 and 3 of feeding the experimental diet), hemoglobin levels were measured in blood samples that were collected from the tail vein of each rat. On day 3 of feeding the experimental diet, the rats were sacrificed under anesthesia 1.5 h after feeding, and the livers were excised and immediately immersed in RNAlater (Applied Biosystems Japan, Tokyo, Japan). Blood was obtained from the carotid artery. All of the animal experimental protocols were approved by the Animal Use Committee of the Faculty of Agriculture at the University of Tokyo (approval number: P09-283).

**Table 3:** Diet composition.

	Normal diet (g/kg)	Iron-deficient diet (g/kg)
Casein	200.000	200.000
L-cystine	3.000	3.000
Corn starch	397.486	397.486
Maltodextrin 10	132.000	132.000
Sucrose	100.000	100.000
Avicel, PH101^1^	50.000	50.000
Soybean oil	70.000	70.000
τ-Butylhydroquinone	0.014	0.014
Mineral mix S18706^2^	35.000	35.000
Ferric citrate	0.212	0.000
Vitamin mix V10037^3^	10.000	10.000
Choline bitartrate	2.500	2.500
Total	1000.212	1000.000

1 Avicel PH101: sulfite cellulose.

2 Mineral mix S18706 formulated according to AIN-93 without ferric citrate.

3 Vitamin mix V10037 formulated according to AIN-93.

### Measurement of biochemical parameters for blood, serum and liver

Hemoglobin levels were measured using the Wako Hemoglobin B test (Wako Pure Chemical Industries, Osaka, Japan). Serum ferritin levels were measured using the Rat Ferritin EIA kit (Mitsubishi Chemical Medience Corporation, Tokyo, Japan). Total iron binding capacity (TIBC), iron, total cholesterol, triacylglycerol, glucose and pyruvate levels were measured from serum with the help of Nagahama Life Science (Shiga, Japan), and hepatic iron, cholesterol, bile acid and triacylglycerol were measured with the help of the Material Research Center (Chiba, Japan). The statistical significance of between-group differences was assessed with Student's *t-*test; the differences were considered to be significant if *P*<0.05 and highly significant if *P*<0.01.

### Isolation of total RNA

Total RNA was isolated from each liver sample using the TRIzol reagent (Invitrogen Japan K.K., Tokyo, Japan) and then purified using an RNeasy Mini Kit (Qiagen K.K., Tokyo, Japan). The quality and quantity of the total RNA were spectrophotometrically evaluated with an Agilent 2100 Bioanalyzer (Agilent Technologies Japan, Tokyo, Japan) using an RNA 6000 Nano Series II Kit (Agilent Technologies Japan, Tokyo, Japan). The RNA integrity number (RIN) was computed using the 2100 Expert software program (Agilent Technologies Japan, Tokyo, Japan) to indicate the integrity of the total RNA samples on a scale of 1–10 [21]; the RIN of the total RNA isolated from each liver was greater than 8.5.

### DNA microarray assay

The rat total RNA samples were processed for DNA microarray analysis as described previously [3]. In brief, cDNA was synthesized from 2 µg of purified total RNA, and biotinylated cRNA was then transcribed using T7 RNA polymerase by using GeneChip® Expression 3′ Amplification One-Cycle Target Labeling and Control Reagents (Affymetrix, Santa Clara, CA, USA). The cRNA quality was evaluated with an Agilent 2100 Bioanalyzer. The cRNA was fragmented and hybridized to a GeneChip® Rat Genome 230 2.0 Array (Affymetrix, Santa Clara, CA, USA) that included more than 31,000 probe sets. Following hybridization at 45°C for 16 h, the array was washed and stained with phycoerythrin using the GeneChip® Fluidics Station 450 (Affymetrix, Santa Clara, CA, USA). Fluorescence signals were scanned using a GeneChip® Scanner 3000 7G (Affymetrix, Santa Clara, CA, USA). The Affymetrix® GeneChip® Command Console® (AGCC) software program (Affymetrix, Santa Clara, CA, USA) was used to convert the array images to the intensity values for each probe (CEL files). All of the microarray data are MIAME compliant and have been deposited in a MIAME compliant database, the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/, GEO Series accession number GSE30533), as detailed on the MGED Society website (http://www.mged.org/Workgroups/MIAME/miame.html).

### DNA microarray data analysis

The CEL files were quantified by calculating a robust multiarray average (RMA) [22] using the statistical language R [23], version 2.7.1, and Bioconductor [24], version 2.2. Hierarchical clustering was then performed using the pvclust() function [25] in R. To identify the probe sets that were differentially expressed between the groups, the rank products (RP) method [26] was applied to the RMA-quantified data. A recent study reported that the RP method in conjunction with an RMA preprocessing algorithm is one of the best combinations to accurately detect differentially expressed probe sets [27]. Probe sets with a false discovery rate (FDR)<0.05 were considered to be differentially expressed. The annotation file for the Rat Genome 230 2.0 Array was downloaded from the Affymetrix website (November 15, 2009, Rat230_2.na30.annot.csv).

### Gene ontology analysis

The selected probe sets were functionally classified according to the Biological Process in Gene Ontology (GO) using the Functional Annotation Tool of the Database for Annotation, Visualization, and Integrated Discovery (DAVID) [28]. The probe set IDs provided by Affymetrix were used as the input data format. In the probe set list manager on the DAVID website (http://david.abcc.ncifcrf.gov/), we selected the species option to limit the annotations exclusively to *RATTUS NORVEGICUS*. For the population manager option, the Rat Expression Array 230 2.0 platform was selected as the background. The Functional Annotation Chart was analyzed on the basis of Biological Process in GO, GOTERM_BP_ALL. To extract the statistically overrepresented GO terms in differentially expressed genes, we used EASE scores, which are modified Fisher's exact test *P*-values [29]. The Benjamini and Hochberg false discovery rate (FDR) [30] was used to correct for multiple tests. A GO term with an FDR-corrected *P*-value<0.05 was considered to be significantly enriched. We used the online analysis application QuickGO (https://www.ebi.ac.uk/QuickGO/) [31] to determine the hierarchical structure of the selected GO terms.

### In situ hybridization

Liver tissue from pair-fed and iron-deficient rats was embedded in Tissue-Tek O. C. T. compound (Sakura Finetechnical, Tokyo, Japan) and frozen in liquid nitrogen immediately after excision. Frozen tissue samples were each sectioned into 14 µm-thick slices. The sections were fixed with 4% paraformaldehyde (PFA) and treated with 1–3% hydrogen peroxide. PFA-fixed sections were treated with Histo VT One (Nacalai Tesque, Kyoto, Japan) for 20 min and acetylated in 0.1 M triethanolamine containing 0.25% acetic anhydride for 10 min. The sections were prehybridized with salmon sperm DNA for 2 h at 65°C and hybridized with antisense riboprobes in hybridization buffer (50% formamide, 5× SSC, 5× Denhardt's solution, 500 µg/ml salmon sperm DNA, 250 µg/ml t-RNA and 1 mM DTT) overnight at 65°C. After hybridization, the sections were washed in 5× SSC at 65°C, 0.2× SSC at 65°C and blocked in blocking solution containing 0.5% blocking reagent (GE Healthcare Japan, Tokyo, Japan). For labeling, the signals were developed using an alkaline phosphatase-conjugated anti-digoxigenin antibody (1∶1000, Roche Applied Science, IN, USA) and nitro blue tetrazolium chloride/5-bromo-4-chloro-3-indolyl phosphate as chromogenic substrates. Stained images were obtained with a Leica DM RA2 (Leica Microsystems, Wetzlar, Germany) microscope equipped with a Leica DFC290HD (Leica Microsystems, Wetzlar, Germany). The antisense riboprobe for *Hamp* was synthesized from the fragments subcloned into the pBluescript II SK-(-) vector (Stratagene, LA Jolla, CA, USA), and *G6pc* was derived from the cDNA clone Cat. MRN1768-98078553, which was purchased from Thermo Scientific (CO, USA).

### Comparison with long-term iron deficiency

The genes that were significantly differentially expressed after short-term feeding with an iron-deficient diet were compared with those from a previously described long-term experiment [3]. The changes in gene expression were divided into the following three categories: category 1, which consisted of genes common to both cases; category 2, which consisted of genes specific to the short-term case; and category 3, which consisted of genes with opposite profiles in the short- and long-term cases.

## Supporting Information

Figure S1 **Hierarchical clustering dendrograms from the RMA-quantified DNA microarray data.** Pair-fed, pair-fed group; Iron-def, iron-deficient group. The numbers represent independent samples. The vertical scale represents between-cluster distances.
(TIFF) Click here for additional data file.

Table S1 **List of all differentially expressed probe sets in iron-deficient rats.**
(DOCX) Click here for additional data file.

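All 277 probe sets of Table S1 are in the values analysed here. Of its up-regulated probe sets, 91 of 91 passed the rank products, and of its down-regulated probe sets, 178 of 186 passed. The remaining 8 had false discovery rates of 0.0501 to 0.0505. A further 3 up-regulated probe sets passed that the table does not list, those of Insig1, Ephb6 and Ctdspl (false discovery rates 0.0494, 0.0484 and 0.0482). None passed in the opposite direction. The 208 of the 272 passing probe sets that are paired with 1 gene symbol belong to 55 up-regulated and 136 down-regulated genes.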

# Supplementary material for: Influence of a Short-Term Iron-Deficient Diet on Hepatic Gene Expression Profiles in Rats
**Source:** PLoS One. 2013 Jun 5;8(6):e65732. doi: 10.1371/journal.pone.0065732
**Supplement:** Table S1 — List of all differentially expressed probe sets in iron-deficient rats.

**Table S1** List of all differentially expressed probe sets in iron-deficient rats

How the deposited data were processed for this re-analysis (not part of the article)

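Liver RNA of 10 rats was measured on 1 Affymetrix rat genome array each, 5 from rats fed the iron-deficient diet and 5 from pair-fed rats given the control diet, and the replicates are separate rats. The log2 values analysed are the robust multiarray average (RMA) signals as deposited by the authors, computed in R and Bioconductor as the methods state. The steps of RMA are background correction, quantile normalization over the arrays and summary per probe set, which the methods do not spell out. All 10 arrays and every column of values were used, and 0 columns were left out. The labels and the methods give different hours for the removal of the feed, and the samples were grouped by diet alone. The labels of the control samples disagree as well: the field for the source names the iron-deficient diet, while the title and the treatment name the control diet. They were taken as pair-fed controls by title and treatment, and with this grouping 0 probe sets of Table S1 passed in the direction opposite to the table.

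Of the probe sets, 57 controls were left out of the tests and 31042 were tested. The platform annotation pairs 20826 of them with 1 gene, 436 with several genes and 9780 with none. Symbols were looked up by Entrez ID in a RefSeq gene table of the rat assembly GRCr8, used for names only, for 20758 probe sets, and 0 of them changed. A further 14 probe sets have a symbol in Table S1 only and are named by it. In all 14225 genes have a probe set.

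Rank products were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The differences of the 25 pairs of an iron-deficient and a pair-fed array were ranked, the geometric mean of the ranks was taken per probe set, and the expected number of equal or smaller rank products came from 100 permutations of the values within each array, with 1 fixed random seed. Probe sets with a false discovery rate under 0.05 passed. Fold changes, standard errors and adjusted p-values came from limma 3.58.1 in R 4.3.3, fitted to all probe sets with the diet as its term and empirical Bayes moderation, with Benjamini-Hochberg adjustment over all probe sets. Single values were compared by exact permutation tests, 2-sided, whose smallest p is 0.00794 for 5 against 5.

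On simulated data with the measured means and spreads and 200 changed probe sets, the rank products called 82.0% of those changed by 0.5 on the log2 scale and 100.0% of those changed by 1 or more. limma called 70% at 0.5, 92% at 1 and 100% at 1.5 and 2. These rates need not hold for the probe sets that passed in the measured arrays. Their median SD within groups was 0.447, against 0.136 over all probe sets. Of 30842 unchanged probe sets the rank products called 195 and limma 8. On simulated arrays in which no probe set changed, the rank products called 175 to 247 probe sets with each probe set's spread as measured and 135 to 188 with the spread moderated by limma, in 10 draws each. The rank products used 20 permutations on simulated arrays, against 100 for the measured arrays.

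The named genes are every gene that the paper names in its results and discussion by its probe set in Table S1 (or the brightest probe set where it is not in Table S1), the 10 probe sets with the smallest rank product per direction that are paired with 1 gene symbol, and in each gene list up to 4 members past the threshold with the largest change. This gives 79 genes and 87 probe sets, and further probe sets of a gene are given where they differ in direction or call. The values in Table S1 had been seen when this rule was written. Of the 39 genes that the paper names, 34 passed the rank products.

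The gene lists cover carbohydrate, lipid, bile acid, amino acid, iron and heme metabolism, stress and cytokine responses, the clock, sex-biased genes and markers of liver and blood cell types. The 39 lists hold 671 entries, where a gene on several lists is counted in each; 597 of the entries, for 569 genes, have a probe set paired with 1 gene, and the brightest probe set stands for each gene. They were written after Table S1 had been read. Per list, members past the rank products were counted over all probe sets and after Benjamini-Hochberg adjustment over the list alone, on the rank products' 2-sided permutation p. Over the list alone the direction is that of the mean difference. This p does not weigh a gene's spread between rats, and the rank products called probe sets in simulated arrays without a change as well. The counts over the list alone can therefore follow the spread of the genes and are no test of a list. The camera test of limma compared each list with all other genes at a preset correlation of 0.01 and, as an alternative, with the correlation estimated from the arrays; adjusted p-values are over the 39 lists. The fry test of limma, which asks whether a list's genes move on balance in 1 direction, gave 0 lists at an adjusted p under 0.05 (lowest 0.0986), and its mixed form, which allows either direction, gave 9.

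Arrays were clustered over all probe sets by correlation distance and average linkage and the tree was divided into 4 clusters. Alternatives were the replicate number as a block, probe sets with a mean under 5 left out, control probe sets kept, quantile normalization repeated, centring on the median, another random seed, 10 permutations, rank sums, a variance trend and array weights in limma, other distances and linkages, the mean over a gene's probe sets in the lists, and leaving out each array in turn. The exact permutation test on a list's mean per array, leaving out both replicates numbered 1, and leaving out each array for RNA quality were added after the data were seen. The GO enrichment, the serum and tissue chemistry, the in situ hybridization and the long-term series were not analysed here. The number of arrays limits the precision, since no depth applies to array signals.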

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

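The simulation of arrays without a change was chosen after the number of probe sets had been seen. The other tests of an explanation were set before.

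The number of probe sets past the rank products is the result on which most others rest. Among 100 splits of the arrays into 5 and 5, 9 called as many probe sets as the real split, itself counted, which called 264 with 10 permutations per split, and the highest other split called 443, so chance cannot be excluded. The highest split set iron-deficient replicates 2, 3 and 5 with pair-fed replicates 1 and 4 against the rest, which cuts none of the clusters found with complete or Ward linkage but parts the pair-fed arrays that average linkage put in 1 cluster. For limma at an unadjusted p under 0.05, 5 of 100 splits had as many probe sets as the real 2168, the highest other 2496, so chance cannot be excluded there either. Simulated arrays without any change still gave a median of 222.5 probe sets with each probe set's spread as measured, and of 165.5 with the spread moderated by limma (20 permutations each), against the 272 measured (100 permutations; 264 with 10), and the probe sets that passed had a median SD within groups of 0.447 against 0.136 over all probe sets; an unequal spread between probe sets could therefore account for a large part of the count, while an effect of the diet on the remaining probe sets stays open.

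Of 15 erythroid genes of Table S1, which the study chose on these rats, 12 were down-regulated at their brightest probe set. The other 3 were down-regulated at another. At the brightest probe set 13 of the 15 had lower and 2 higher means, with a median log2 fold change of -0.67 (camera adjusted p = 0.326 with an estimated correlation). Iron-deficient replicate 1 alone does not account for this, since the median without it was -0.5688. Fewer erythroid cells in the sampled liver cannot be told apart from less transcript per cell: 12 erythroid genes outside Table S1 with a mean log2 value of 6 or more had a median of -0.0143 (interval -0.16 to 0.08), which meets the bound set in advance for excluding it, but that bound was wrong, because the list left out every gene that passed and its genes went both ways (6 of 12 lower, Fech and Slc25a37 by most, at -0.39 and -0.34). Less blood in the sampled liver cannot be told apart either: 9 markers of leukocytes with the same mean, the brightest Cxcr5 at 8.18 and Ccl5 at 8.07 in the pair-fed group, had a median of -0.0784 (interval -0.16 to 0.11), but leukocytes also reside in liver tissue and 5 of the 9 markers were lower, so that the bound set in advance for excluding it was wrong. The limit on the mean left out the T and NK cell marker Cd52, which was down-regulated (-0.89, SE 0.245). Without that limit 12 of 16 T and NK cell markers and 6 of 7 neutrophil markers were lower. So were 12 of 13 markers of macrophages and Kupffer cells, but only 3 of 9 B cell and plasma cell markers. Many of these markers were dim, with a pair-fed mean under 5, where small differences are hard to see. This held for 5 of the 7 neutrophil, 6 of the 16 T and NK cell and 3 of the 9 B cell and plasma cell markers. A lower production of the erythroid transcripts on the iron-deficient diet is a hypothesis that stays open beside fewer erythroid cells and less blood.

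On the iron-deficient diet 3 of 16 genes of fatty acid synthesis were up-regulated and 8 of 22 targets of PPAR-alpha were down-regulated, and neither list passed with an estimated correlation (adjusted p = 0.516 for each) or in the exact permutation test (adjusted p = 0.253 and 0.271). A shift in time of day between the groups would move the clock genes, and the difference of the clock score (8 genes minus 4 genes in antiphase, log2) was 0.0636, with 2.52 ± 0.35 in the iron-deficient and 2.46 ± 0.29 in the pair-fed group (SD, n = 5; exact permutation test, 2-sided, p = 0.722), which argues against a shift large enough to change this score by 0.5. The iron-deficient rats ate ad libitum, the control rats were pair-fed to them, and all were taken at 1 time after feeding. What and when single rats ate was not tested. An effect of the diet on these genes is thus a hypothesis that may be followed up, with chance between so few rats still open.

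Among gene groups that the paper's text does not discuss as such, 7 lists differed from all other genes by camera with the preset correlation and none did with an estimated correlation. The list of PPAR-alpha targets holds genes that the paper names, among them Acot4, Ech1, Crat and Cd36. Their median log2 fold changes were -0.2304 for PPAR-alpha targets, 0.0817 for cholesterol synthesis, -0.0973 for iron-sulfur cluster assembly, -0.131 for markers of macrophages and Kupffer cells, 0.062 for endothelial markers, 0.1383 for markers of stellate cells and fibroblasts and 0.3431 for female-biased liver genes.

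A single array stood far from the other 4 of its group in 15 of 180 groups of values tested, where about 9.0 are expected by chance. In the iron-deficient group, replicate 1 had a mean correlation of 0.9915 with the other arrays, against 0.9935 to 0.9936, a beta-actin 3' minus 5' difference of 1.7367, against 1.16 to 1.32, and a Gata1 of 3.9665, against 4.44 to 4.58. Replicate 3 of that group had a Cd36 of 9.163, and replicate 4 had a Hbq1 of 6.5067 and a Serpinb9b of 5.664, each the highest of the group. In the pair-fed group, replicate 1 had an Acsm5 of 6.913, a Cyp4a3 of 12.7103 and a Hba-a3 of 11.0343, the lowest of the group, and a Spink1 of 9.6462, the highest. Pair-fed replicate 4 had the lowest Slc1a3, 6.1051, the lowest Tfrc, 12.2365, and the highest Orm1, 12.8519. The lowest Siglec5, 6.2808, was in pair-fed replicate 2 and the lowest Nr1h3, 10.4947, in pair-fed replicate 5. These are log2 values.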

How the results depend on the processing

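The exact permutation test of the lists, leaving out both replicates numbered 1, and leaving out arrays for RNA quality were chosen after seeing the data. The up-regulated and down-regulated counts stayed within 1.5 times of 94 and 178 with the replicate block (82 and 149), with dim probe sets left out (67 and 139), with control probe sets kept (93 and 185), with quantile normalization repeated (99 and 173), with another seed (96 and 188), with 10 permutations (104 and 160) and with both replicates numbered 1 left out (85 and 155). Centring on the median cannot change these counts, since it shifts every value of an array alike and leaves the ranks as they were. The rank sum called 4 and 30, and the cause was not tested. As 1 array was left out the counts ranged from 47 to 95 and from 91 to 188, where the number of arrays falls as well; the cause was not tested further. limma called 0 probe sets higher in every setting, and 0 to 1 lower as 1 array was left out (1 without pair-fed replicate 2 and 1 without pair-fed replicate 4); the cause was not tested. At an unadjusted p under 0.05 it had 2168.

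With Ward linkage 2 iron-deficient arrays clustered with pair-fed arrays, and 1 did under the other settings of the clustering; the cause was not tested. Hamp stood at rank 17 by rank product, at 1553 by limma p, and at 5 to 127 as 1 array was left out, the 127 without pair-fed replicate 4, which held the highest Hamp.

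With an estimated correlation 0 of 39 lists passed, and the cause was not tested. The exact permutation test passed 0 of 39 as well, where the number of arrays leaves little room: its smallest p, 0.00794, would have to be shared by several lists to pass over 39. As 1 array was left out 8 to 14 lists passed. For fatty acid oxidation the median was -0.089 (adjusted p = 0.569 with an estimated correlation) and the mean -0.1605 (adjusted p = 0.271 from the exact permutation test). For fatty acid synthesis and desaturation these were 0.2511 (adjusted p = 0.516) and 0.3245 (adjusted p = 0.253), and for the erythroid genes that Table S1 lists they were -0.6717 (adjusted p = 0.326) and -0.6197 (adjusted p = 0.206). The gluconeogenesis list passed without pair-fed replicate 4 (0.10) and ranged from 0.0132 to 0.1218; the cause was not tested. Centring each array on its median gave Phgdh a log2 fold change of -0.0036. As 1 array was left out, Phgdh ranged from -0.6154 to 0.3715, Asns from -0.7385 to 0.1624 and Gadd45g from -0.7359 to 0.2294. These 3 genes spread widely within a group, and which rat was left out set the sign.

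Of 82 named probe sets that passed, 38 passed whichever array was left out, 68 with the replicate block, 80 with quantile normalization repeated and 0 in limma. Of 79 that were bright enough to stay, 67 passed with dim probe sets left out. The 5 named probe sets that did not pass stayed so in every setting run. The difference in RNA quality ranged from 0.02 to 0.12 for GAPDH and from 0.05 to 0.19 for beta-actin as 1 array was left out. The arrays give signals over a background that was not measured, and 9644 probe sets have a mean under 5, where small differences are hard to see.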

Differences from the paper's values

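The counts of up-regulated and down-regulated probe sets and the count of iron-deficient arrays in a cluster of the pair-fed group were within 1.5 times of the paper's: 94 against the paper's 91, 178 against the paper's 186 and 1 against the paper's 1, at the paper's threshold. Of the probe sets that the paper lists as down-regulated, 8 had false discovery rates of 0.0501 to 0.0505 and did not pass. Of these, 8 passed with another random seed, 7 with control probe sets kept, 2 with the replicate block, 1 with quantile normalization repeated, and 0 with dim probe sets left out, with centring on the median, with 10 permutations or with rank sums. Without 1 array 0 to 6 of them passed, the 6 without iron-deficient replicate 4. With both replicates numbered 1 left out, a setting chosen after seeing the values, 3 passed.

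Among factors of iron absorption and oxygen transport, the paper singles out hepcidin as most significantly lower. It gives no rank over all genes. Here Hamp passed, at rank 17 among the lower probe sets by rank product and at rank 1553 by limma p, and leaving out 1 array placed it between ranks 5 and 127. Without Hamp's highest pair-fed value, in replicate 4, it had a log2 fold change of -0.55.

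The paper describes 2 clusters of the pair-fed group. With average linkage on correlation distance all 5 pair-fed arrays fell into 1 of 4 clusters. Complete linkage, on either distance, and Ward linkage divided them into 2. The paper also describes 2 clusters of the iron-deficient group, with 1 member in a pair-fed cluster. Complete linkage gave this: iron-deficient replicates 2, 3 and 5 together, replicate 1 alone, and replicate 4 with pair-fed replicates. With average or Ward linkage the iron-deficient arrays fell into 4 clusters.

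The paper gives Phgdh and Asns as lower. Both passed the rank products in that direction, and all 39 genes that the paper names had its call, but the log2 fold change of Phgdh was 0.00 (SE 0.648) and that of Asns -0.16 (SE 0.625). The paper describes genes of gluconeogenesis as higher. Of 13 measured genes, 2 passed in that direction and 11 did not pass, with a median of 0.05. Fig. 7 draws glycolysis as higher, and of 11 measured genes 1 passed, with a median of 0.03. It draws fatty acid biosynthesis and cholesterol biosynthesis without a change. Of 16 measured genes of fatty acid synthesis and desaturation 3 passed as higher, with a median of 0.25. Of 19 genes of cholesterol synthesis 1 passed as higher (Insig1, false discovery rate 0.0494, not in Table S1), with a median of 0.08. It draws beta-oxidation and bile acid biosynthesis as lower, where 5 of 27 and 2 of 12 measured genes passed in that direction and none in the other.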

Other observations

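Some genes that are expressed more in the female than in the male rat liver were up-regulated in the iron-deficient group. Of 8 measured genes 4 were up-regulated and none was down-regulated (5 higher when adjusted over the list alone): the prolactin receptor gene Prlr (log2 fold change 0.80, SE 0.418), the retinoic acid hydroxylase gene Cyp2c7 (0.73, SE 0.537), the transcription factor Cux2 (0.60, SE 0.179) and the steroid hydroxylase gene Cyp17a1 (0.48, SE 0.298). All 8 had higher means, the median was 0.34 (camera adjusted p = 0.00808; adjusted p = 0.516 with an estimated correlation), and without iron-deficient replicate 1 the median was 0.27. The list did not pass without iron-deficient replicate 2 (0.26, adjusted p = 0.122), and its median was 0.52 without iron-deficient replicate 4 and 0.19 and 0.205 without pair-fed replicates 2 and 4. Prlr passed whichever array was left out (1.27 without iron-deficient replicate 4), and Cyp2c7, Cux2 and Cyp17a1 in 7, 8 and 3 of the 10 settings that leave out 1 array, with Cyp2c7 at 0.19 without pair-fed replicate 2. Cyp2c12, the classical female-specific gene, was at 0.06 and did not pass. Of 8 male-biased genes Hsd3b5 (0.67, SE 0.796) was up-regulated, in 8 of those 10 settings, and none was down-regulated (3 higher over the list alone; median -0.03, mean 0.09, camera adjusted p = 0.907). Hsd3b5 was at 1.21, 0.20, 0.11 and 1.01 without iron-deficient replicates 2, 3, 4 and 5 and at 0.43, 0.38 and 1.01 without pair-fed replicates 1, 2 and 5.

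None of 16 genes of iron-sulfur cluster assembly passed, and the means of 14 were lower (1 lower, Ciao1 at -0.37, over the list alone), with a median of -0.10 (camera adjusted p = 0.00469; adjusted p = 0.516 with an estimated correlation). Of 15 markers of stellate cells and fibroblasts, Lum (0.78, SE 0.280; lost without iron-deficient replicate 1 or 3) was up-regulated and none was down-regulated (2 higher over the list alone), with Col1a1, Col3a1 and Col1a2 at 0.46, 0.31 and 0.30 (median 0.14, camera adjusted p = 0.00133; adjusted p = 0.516 with an estimated correlation). Of 12 endothelial markers none passed (0 over the list alone; median 0.06, camera adjusted p = 0.0108; adjusted p = 0.565 with an estimated correlation); the list did not pass without iron-deficient replicate 1 or 5 (adjusted p = 0.0521 and 0.0538), and its median was 0.10 without iron-deficient replicate 4 and 0.04 without pair-fed replicate 5. Of 13 markers of macrophages and Kupffer cells Siglec5 was down-regulated and none was up-regulated (2 lower over the list alone), and 12 were lower (median -0.13, camera adjusted p = 0.0443; adjusted p = 0.582 with an estimated correlation). That call was lost without iron-deficient replicate 2, 3 or 4 (medians -0.06, -0.11 and -0.14), without pair-fed replicate 1 or 3 (-0.03 and -0.10), with dim probe sets left out and with the mean over a gene's probe sets, with adjusted p = 0.0533 to 0.403 over these, and the median was -0.20 without iron-deficient replicate 5 and -0.21 without pair-fed replicate 5.

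Among responses to cytokines, Ubd, Rsad2 and Isg20 were down-regulated, with log2 fold changes of -1.06 (SE 0.592), -0.70 (SE 0.219) and -0.50 (SE 0.152), and none of the other 16 interferon-responsive genes passed (5 lower and 2 higher over the list alone; median 0.02, mean -0.08, camera adjusted p = 0.911). Of 17 acute phase genes Cxcl1, Orm1 (-0.51, SE 0.265) and A2m (-0.45, SE 0.226) were down-regulated (3 lower and 1 higher over the list alone; median 0.02, mean -0.09, camera adjusted p = 0.985). Of 16 T and NK cell markers Cd52 (-0.89, SE 0.245) was down-regulated (2 lower over the list alone; median -0.10, camera adjusted p = 0.0665; adjusted p = 0.573 with an estimated correlation). With the preset correlation the list passed without iron-deficient replicate 3 (median -0.15, adjusted p = 0.0139) or pair-fed replicate 2 or 5 (-0.11 and -0.10, adjusted p = 0.0165 and 0.00416), with the replicate block (adjusted p = 0.0304) and with quantile normalization repeated (adjusted p = 0.0217). None of 7 neutrophil markers passed (2 lower over the list alone; median -0.06, camera adjusted p = 0.504), and none of 9 B cell and plasma cell markers (1 lower and 1 higher over the list alone; median 0.06, camera adjusted p = 0.550). Of the 10 settings that leave out 1 array, Ubd, Rsad2 and Cd52 passed in all, Isg20 and Orm1 in 6 and A2m in 4; Orm1 was at -0.31 without pair-fed replicate 4 and A2m at -0.28 without pair-fed replicate 2.

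Of 14 heat shock genes Hspb1 (-0.45, SE 0.155) was down-regulated, and 12 were lower (2 lower over the list alone; median -0.13, camera adjusted p = 0.0601). With the preset correlation the heat shock list passed without iron-deficient replicate 1 or 4 (medians -0.26 and -0.17, adjusted p = 6.88e-05 and 0.0263) or pair-fed replicate 1 or 4 (-0.18 and -0.15, adjusted p = 0.0111 and 0.0238). With an estimated correlation and no array left out, camera gave this list an adjusted p = 0.664. Among 16 immediate early genes Klf2 (0.54, SE 0.178) was up-regulated at 2 of its 5 probe sets, with the others at 0.04, -0.10 and 0.10, and Jun (-0.44, SE 0.373, and -0.51 at another probe set, with 1 at -0.33 that did not pass) and Gadd45g (-0.28, SE 0.705) were down-regulated (2 higher and 3 lower over the list alone; median -0.01, while camera gave a direction up at an adjusted p = 0.676). Of 17 clock genes Bhlhe40 (0.60, SE 0.151) was up-regulated and none was down-regulated (1 higher over the list alone; median 0.02, camera adjusted p = 0.676). None of 17 hypoxia-responsive genes passed (0 over the list alone; median 0.05, camera adjusted p = 0.389), none of 16 genes of endoplasmic reticulum stress (0 over the list alone; median -0.02, camera adjusted p = 0.985) and none of 17 proliferation genes (1 higher, Mki67 at 0.37, over the list alone; median 0.03, camera adjusted p = 0.350). Of the 10 settings that leave out 1 array, Hspb1, Klf2 and Gadd45g passed in 4, Jun in 6 and Bhlhe40 in 8. Klf2 was at 0.34 without iron-deficient replicate 3, and Jun at -0.28 and -0.19 without iron-deficient replicates 3 and 5 and at -0.26 and -0.25 without pair-fed replicates 3 and 5. Gadd45g turned to 0.23 and 0.03 without pair-fed replicates 3 and 5, and was at -0.15, -0.19, -0.72 and -0.03 without iron-deficient replicates 2, 3, 4 and 5 and at -0.61 and -0.74 without pair-fed replicates 1 and 4.

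Neither 15 genes of hepatocyte secreted proteins (median 0.02, camera adjusted p = 0.232), 7 bile duct markers (median -0.01, camera adjusted p = 0.826) nor 11 markers of pancreatic acinar cells, a tissue that can be taken along with the liver (median 0.03, camera adjusted p = 0.267), held a gene that passed, with 0 genes of each over the list alone.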
